# Commensal microbiota modulate gene expression in the skin

**DOI:** 10.1186/s40168-018-0404-9

**Published:** 2018-01-30

**Authors:** Jacquelyn S. Meisel, Georgia Sfyroera, Casey Bartow-McKenney, Ciara Gimblet, Julia Bugayev, Joseph Horwinski, Brian Kim, Jonathan R. Brestoff, Amanda S. Tyldsley, Qi Zheng, Brendan P. Hodkinson, David Artis, Elizabeth A. Grice

**Keywords:** RNA sequencing, Cutaneous transcriptome, Germ-free mice, Host-microbe interactions, Skin microbiome

## Abstract

**Background:**

The skin harbors complex communities of resident microorganisms, yet little is known of their physiological roles and the molecular mechanisms that mediate cutaneous host-microbe interactions. Here, we profiled skin transcriptomes of mice reared in the presence and absence of microbiota to elucidate the range of pathways and functions modulated in the skin by the microbiota.

**Results:**

A total of 2820 genes were differentially regulated in response to microbial colonization and were enriched in gene ontology (GO) terms related to the host-immune response and epidermal differentiation. Innate immune response genes and genes involved in cytokine activity were generally upregulated in response to microbiota and included genes encoding toll-like receptors, antimicrobial peptides, the complement cascade, and genes involved in IL-1 family cytokine signaling and homing of T cells. Our results also reveal a role for the microbiota in modulating epidermal differentiation and development, with differential expression of genes in the epidermal differentiation complex (EDC). Genes with correlated co-expression patterns were enriched in binding sites for the transcription factors Klf4, AP-1, and SP-1, all implicated as regulators of epidermal differentiation. Finally, we identified transcriptional signatures of microbial regulation common to both the skin and the gastrointestinal tract.

**Conclusions:**

With this foundational approach, we establish a critical resource for understanding the genome-wide implications of microbially mediated gene expression in the skin and emphasize prospective ways in which the microbiome contributes to skin health and disease.

**Electronic supplementary material:**

The online version of this article (10.1186/s40168-018-0404-9) contains supplementary material, which is available to authorized users.

## Background

As a barrier to the external environment, the skin harbors microbial communities that are both topographically diverse and temporally complex [1–4]. These microbes are postulated to have important functions in skin health [2], including colonization resistance to block invasion of pathogenic bacteria and regulation of the cutaneous inflammatory and immune response [5–7]. The skin must sense, interpret, and respond to microbial signals from the environment, orchestrating responses appropriate for the stimuli while maintaining barrier function and protecting itself from pathogenic infection.

Abnormal host-microbe interactions are associated with cutaneous disorders like atopic dermatitis, acne, and psoriasis [8–14], but the exact mechanisms underlying the microbial contributions to disease development and progression are currently unknown. Identifying the complete range of host functions and pathways evoked by the skin microbiota will improve our understanding of disease pathogenesis and reveal new preventative and therapeutic targets.

The full extent of cutaneous functions regulated by the skin microbiota remains unknown and previous work has focused heavily on characterizing the response of specific pathways to microbial colonization. Recent work in mouse models demonstrates that the commensal microbiota, along with hair follicle morphogenesis, is responsible for recruitment of regulatory T cells during neonatal life [15]. Regulatory T cells additionally establish and mediate immune tolerance to skin commensal bacteria during a defined window of development [16]. Skin commensal bacteria also promote interleukin 1 (IL-1) signaling and effector T cell functions, suggesting a role for the microbiota in driving and/or mediating inflammatory skin disorders [6]. Other work has highlighted the contributions of specific types of bacteria in inducing T cell responses via interactions with skin-resident dendritic cell subsets [17]. Complement, an ancient and evolutionarily conserved arm of the innate immune system, may also be regulated in the skin by colonization with the commensal microbiota [18]. While these studies and others have established roles for the microbiota in shaping cutaneous immunity, the broad spectrum of host functions that are elicited and/or mediated by the microbiota, as well as their underlying molecular mechanisms, remains uncharacterized.

Here, we aimed to identify the molecular signals that mediate the cutaneous host response to the resident skin microbiota on a genome-wide scale, thereby elucidating the full range of cutaneous responses evoked by the microbiome. We used sterile, germ-free mice that have never been exposed to microbiota and compared their cutaneous transcriptome to that of mice conventionally raised in the presence of microbiota. We reasoned that, similar to previous work performed in the gastrointestinal tract [19–25], this experimental design would allow us to identify genes and pathways in the skin under transcriptional modulation by the microbiome.

Differentially expressed genes were enriched for those related to immunity and epidermal differentiation and development. Further analysis revealed an enrichment of microbially regulated genes in the epidermal differentiation complex, a syntenic cluster of genes regulated in a tissue-specific manner with critical roles in epidermal barrier formation [26]. Analysis of coordinately regulated genes suggests that genes under the transcriptional control of Klf-4, AP-1, and SP-1 are microbially regulated. Finally, we identify genes that are similarly regulated by the microbiota in both the skin and gastrointestinal tract, highlighting commonalities in the molecular signals that govern host-microbe interactions at both barrier sites. Collectively, this work provides a critical foundation and resource for understanding cutaneous gene regulation by the microbiota, while establishing the molecular signals governing host responses to microbial colonization.

## Results

### Commensal microbiota modulate the cutaneous transcriptome

To measure the genome-wide impact of microbial colonization on cutaneous gene transcription, we sequenced and compared the mRNA transcriptome of skin from mice raised in the absence of microbiota to conventionally raised mice (Fig. 1a). Poly-A enriched RNA isolated from murine germ free (GF; *n* = 9) and specific pathogen free, conventionally raised (SPF; *n* = 7) skin was sequenced on the Illumina HiSeq 2000 to obtain over 1.2 billion paired-end reads (median of 60 million reads per sample, see Additional file 1: Table S1 for sample summaries) of good quality (Additional file 2: Figure S1A**)**. 

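Each library held RNA from the dorsal skin of 1 mouse, and the authors deposited the number of reads counted on each annotated feature, without normalization. The libraries were unstranded, so reads on genes that overlap on opposite strands were not separated by strand. In total 1074551291 reads were counted on features. The depth ranged from 42746994 to 112061417 reads per library, with a median of 49337341 in the 9 GF libraries and 51267174 in the 7 SPF libraries. The sample numbers in the labels form 2 runs of consecutive numbers, called the first and the second number series here. The first number series held 5 GF libraries and 4 SPF libraries (GF1 to GF5 and SPF1 to SPF4), with a median of 49266984 reads. The second held 4 GF libraries and 3 SPF libraries (GF6 to GF9 and SPF5 to SPF7), with a median of 89352670 reads and no library under 78914121. Between 25847 and 27667 features had at least 1 read in a library. From 98.0 to 98.9% of the counted reads lay on protein-coding features, and the 10 features with the most reads took 4.39 to 8.65% of each library. Every pair of libraries of the same condition and number series differed by more than counting noise, with a chi-square per degree of freedom of 19.6 to 789. As each library came from a different mouse, these values include differences between animals and do not measure technical noise alone.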

Reads were mapped to the mouse reference genome using the STAR aligner [27], in conjunction with AlignerBoost [28]. Of reads that aligned to the mouse reference genome, an average of 88% of reads per sample were assigned to a feature (Additional file 2: Figure S1B), and the majority mapped to protein coding RNA (Additional file 2: Figure S1C) with sufficient coverage (Additional file 2: Figure S1D). 

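Of the features with deposited counts, 15797 had a mean of at least 1 CPM (the count scaled to the total counted reads of the library) in GF or in SPF skin. In 349 of these, the coefficient of variation was over 100% in every condition whose mean reached 1 CPM. No feature with a deposited normalized value met that description, and every other feature with a mean of 1 CPM had one. The 349 features held 0.0435 to 7.33% of the counted reads of a library. Their mean CPM was higher in GF skin for 249 of them. Keratin and keratin-associated protein genes made up 72 of the 349, and 4 lay on chromosome Y.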

Gene counts were filtered and normalized in NOISeq [29, 30], yielding a total of 15,448 features for analysis (Additional file 3: Dataset S1). ARSyNseq [31] was used to control for batch effects associated with different sequencing runs (Additional file 4: Figure S2).

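The deposited normalized values were compared with the counts, scaled to a common library size, through the log2 ratio of both values of a feature. Among 10098 features with high normalized values, the median SD of this ratio was 0.000408 across the 9 libraries of the first number series and 0.000427 across the 7 libraries of the second, against 0.113 across all 16. The deposited normalized values thus already include 1 factor per feature and number series, and the deposited counts do not. In the counts, normalized with TMM and compared as CPM, the number series accounted for 30.5% of the variance between libraries (PERMANOVA). At an adjusted p value under 0.1, 7088 of the 15797 tested features differed between the number series (edgeR).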

**Fig. 1:**
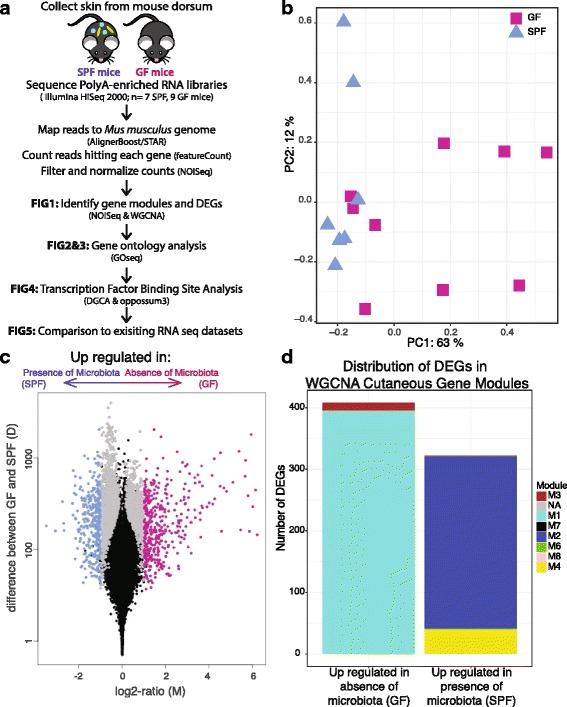
Gene expression profiles differ between SPF and GF skin. **a** Dorsal skin collected from GF and SPF mice was subject to polyA-enriched RNA sequencing to identify transcriptional modulation by skin microbial communities. **b** NMDS plot based on filtered, normalized, batch effect-corrected read counts from each sample, showing that samples cluster together by condition. Blue triangles indicate SPF samples, and magenta squares indicate GF samples. **c** Volcano plot highlighting differentially expressed genes. Each dot represents a gene. Gray dots indicate DEGs. Magenta dots indicate DEGs with at least twofold enrichment in GF mice, while blue dots indicate DEGs with at least twofold enrichment in SPF mice. The *x*-axis is the log fold change in normalized gene expression and the *y*-axis depicts the log_10_ absolute value of the difference in expression between the two conditions. **d** Barplot indicating WGCNA gene modules to which the 730 DEGs with a twofold difference belong

Biological replicates of GF and SPF skin cluster together as demonstrated by non-metric multidimensional scaling (Fig. 1b). 

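On Bray-Curtis distances between the deposited normalized values, the condition accounted for 24.7% of the variance among the 9 GF and 7 SPF libraries (PERMANOVA, permutation p = 0.0160). TMM-normalized CPM from the deposited counts moved this share most, to 18.1% (permutation p = 0.0381). With the number series as a term and libraries permuted only within it, the share on the same CPM was 18.3% (permutation p = 0.0172). Euclidean distances on the log2 scale gave 27.9% (permutation p = 0.00529). The GF libraries lay farther from their centroid than the SPF libraries, with mean distances of 0.0988 and 0.0573 (permutation p = 0.0155), and PERMANOVA responds to a difference in spread as well as to one in location.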

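GF and SPF skin were compared with edgeR's quasi-likelihood F test on the deposited counts, with the number series as a covariate. The 15797 features with a mean of at least 1 CPM in either condition were tested, and p values were adjusted by the Benjamini-Hochberg method. At an adjusted p value under 0.1, 3169 features were called, 1723 higher in GF and 1446 higher in SPF skin. At an unadjusted p value under 0.05 the number was 5200. Among the alternatives set before the data were examined, each number series tested on its own moved the count most. The first series gave 12 features and the second 3, with 4270 and 2962 features at an unadjusted p value under 0.05. DESeq2 with the same covariate called 4945 features, of which 61.3% were higher in GF skin, against 54.4% with edgeR. The share was 38.8% of the 2276 features called by limma voom with quality weights and 43.2% of the 3760 called by limma on the deposited normalized values.

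The count also depended on single libraries. Without SPF1 it was 534, without SPF5 974, without GF1 1045 and without GF9 1116. It was 1409 without SPF7, 1426 without SPF2, 1522 without GF4, 1648 without GF7, 1882 without SPF4, 1915 without SPF3 and 2106 without SPF6. Leaving out GF6 raised it to 5095 and leaving out GF3 to 5450.

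**Figure D1:**
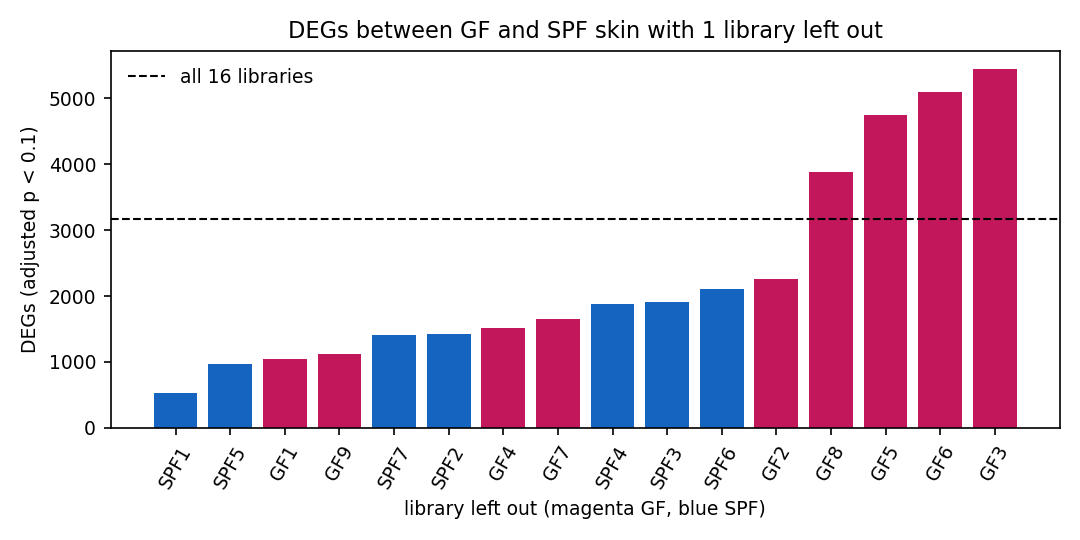
Number of DEGs at an adjusted p value under 0.1 (edgeR, vertical axis) when the library named on the horizontal axis is left out, with GF libraries in magenta, SPF libraries in blue and the count with all 16 libraries as a dashed line. The bars run from 534 without SPF1 to 5450 without GF3.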

A total of 2820 genes were differentially expressed between GF and SPF skin (FDR-corrected *p* value < 0.1, Fig. 1c, Additional file 3: Dataset S1). Of these, 730 genes were differentially expressed by a twofold difference or greater between GF and SPF skin: 408 upregulated and 322 downregulated in the absence of microbiota.

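With edgeR, 881 of the called features also differed by 2-fold or more, 558 of them higher in GF and 323 higher in SPF skin. Their median log2 fold change (GF over SPF) was 2.02 for the first group and -1.30 for the second. Leaving out SPF1 reduced the 881 to 290, leaving out GF9 to 437, leaving out SPF5 to 469, leaving out GF1 to 493 and leaving out GF4 to 541. The features with the smallest adjusted p values among those for which all GF libraries lay on one side of all SPF libraries were Gm26880, Rab4a and Wdfy1 upward and G530011O06Rik, Cd5l and Arrb2 downward. Cd5l (chromosome 3 of GRCm38, 87357881 to 87371073), a gene of macrophages, had 1.24 ± 1.05 CPM (SD, n = 9) in GF and 6.75 ± 3.35 CPM (SD, n = 7) in SPF skin. The log2 fold change was -2.72 (standard error 0.41, adjusted p = 0.0234, edgeR). Gm26880 had at most 2 counts in any SPF library and was at least 52.9-fold higher in GF skin, with 8.12% of its 100-base sequences shared with other genes.

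A score of hair follicle growth was computed for each library as the mean log2 CPM of 28 genes of the growing (anagen) hair follicle. It was 5.85 ± 3.36 (SD, n = 9) in GF and 1.53 ± 2.16 (SD, n = 7) in SPF skin (exact permutation test, two-sided p = 0.0138). With this score as a further covariate, a model chosen after the data were examined, 3 features were called at an adjusted p value under 0.1 and 792 had an unadjusted p value under 0.05. The median log2 fold change of the 558 features moved from 2.02 to 0.21, and that of the 323 features from -1.30 to -0.88. The score and the condition were correlated (r = 0.622 with the number series removed), so the model divides a shared difference between them.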

Weighted gene correlation network analysis (WGCNA) [32], an unsupervised method for correlating patterns of gene expression, created a scale-free network with 13 cutaneous gene modules (Fig. 1d, Additional files 5 and 6: Figure S3A-C, Dataset S2). 

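WGCNA was not repeated. In its place, the genes with deposited normalized values were clustered by average linkage on 1 minus Pearson's r of log2(value + 1) across the 16 libraries, and the tree was divided into 13 clusters. Of these, 12 held at least 30 genes. The largest held 6667 genes (43.2%) and the next 6022 genes (39.0%), followed by clusters of 1407 and 690 genes.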

Ninety percent of all genes were assigned to modules, with the majority belonging to modules M1 and M2 (5613 and 5259 genes, respectively). Genes in each module were significantly enriched in different biological processes, including RNA processing and metabolic processes (M1), the immune response (M2), transport (M3), and inflammatory response and keratinocyte differentiation (M4) (Additional file 7: Table S2). 

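The first principal component of each of the 12 clusters was correlated with the condition over all 16 libraries, with SPF coded above GF, so that a negative r means higher expression in GF skin. For the cluster of 6667 genes, Pearson's r was -0.563 (permutation p = 0.0242, adjusted p = 0.0970 over 12 clusters) and Spearman's rho was -0.478 (permutation p = 0.0712). For the cluster of 6022 genes, r was 0.591 (permutation p = 0.0117, adjusted p = 0.0700) and rho was 0.642 (permutation p = 0.0116). Within the first and the second number series, r was -0.607 and -0.502 for the former cluster and 0.645 and 0.516 for the latter. Without the 2 libraries farthest from the median of the component, the values were -0.520 and 0.5678. A cluster of 68 genes had r = -0.900 (permutation p = 8.00e-05, adjusted p = 0.000960) and rho = -0.861 (permutation p = 0.000200), with r = -0.892 and -0.915 within the number series and -0.895 without the 2 farthest libraries. No other cluster had an adjusted p value under 0.1. The design set no threshold for these adjusted values, and only the cluster of 68 genes was under 0.05. With the tree divided into 8 clusters, 2 of 8 were under 0.1 and 0 under 0.05, and with 20 clusters 4 of 15 were under 0.1 and 2 under 0.05. TMM-normalized log2 CPM with the number series removed moved the count most, to 1 of 10 under 0.1 and 0 under 0.05. In the clusters of 1407 and 690 genes, r had opposite signs in the first and the second number series, at -0.900 and 0.822 in the former and 0.905 and -0.805 in the latter.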

While colonization status clustered closely to and was correlated with the M4 module (*ρ* = 0.45, *p* = 0.08), only the M1 (*ρ* = − 0.58, *p* = 0.02) and M2 (*ρ* = 0.6, *p* = 0.01) modules were significantly correlated with the presence of microbiota (Additional file 5: Figure S3D). 

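The cluster of 6667 genes held 1514 of the DEGs higher in GF skin and 1 of those higher in SPF skin (edgeR, adjusted p value under 0.1). The cluster of 6022 genes held 1325 of the DEGs higher in SPF skin and 0 of those higher in GF skin. A further 83 DEGs higher in SPF skin fell in the cluster of 1407 genes, and 19 higher in GF skin in that of 68 genes. Genes of the immune response sheet of the paper's GO table numbered 511 in the cluster of 6022 genes and 190 in that of 6667 genes.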

The majority of differentially expressed genes (DEG) downregulated in SPF skin were assigned to the M1 and M3 modules, while those upregulated in SPF skin were predominantly found in the M2 and M4 modules (Fig. 1d).

### Cutaneous immune response genes are differentially regulated by resident microbiota

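Over-representation was tested for 9 complete gene sheets of the paper's GO table, with a one-sided Fisher's exact test of the 2-fold DEGs against all other tested features and Benjamini-Hochberg adjustment over the 9 sheets. Of the 829 tested genes of the immune response sheet, 113 were DEGs with a 2-fold difference, or 13.6%, an odds ratio of 2.92 (exact p = 2.62e-19, adjusted p = 2.36e-18). Among the 16 fits that each left out 1 library, the exact p was at most 6.29e-09. Among the alternatives with at least 1 such gene, blocking by replicate number moved the odds ratio most, to 8.38 from 37 genes. The sheets list only genes with normalized values. Against the features with normalized values alone, a background chosen after the data were examined, the odds ratio was 3.98 (exact p = 1.37e-28). Genes of a sheet are partly expressed together, so the exact p values of all sheets overstate the number of independent genes. A test of direction that allows for this (camera, estimated correlation 0.143) gave p = 0.101 for the immune response sheet.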

Gene ontology (GO) analysis of the 730 DEGs with an FDR-corrected *p* value > 0.1 and > twofold difference in expression revealed a variety of biological processes modulated by the commensal microbiota (Additional file 8: Dataset S3), including “immune response” (FDR-corrected *p* value 3 × 10^− 24^, Fig. 2a). DEGs contained within GO terms related to the immune response were generally upregulated in SPF skin (Fig. 2b). For instance, of the 428 genes in our dataset that were characterized by the GO term “innate immune response,” 82 are differentially expressed (Fig. 2c). 

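At an adjusted p value under 0.1, 329 genes of the immune response sheet were called, 268 higher in SPF and 61 higher in GF skin (edgeR). Among the 113 with a 2-fold difference, 95 were higher in SPF and 18 in GF skin. A rotation test of the whole sheet that allows for correlation between genes (fry) gave lower expression in GF skin (p = 0.00338, adjusted p = 0.0101 over 9 sheets, limma). By this test, 7 of the 9 sheets had lower expression in GF skin at an adjusted p value under 0.1. With camera and an estimated correlation between genes, 0 of the 9 were under 0.1 and 0 had an unadjusted p value under 0.05. Adding the anagen score to the model moved the median log2 fold change of the 95 genes from -1.27 to -0.88, and 59 of them had an unadjusted p value under 0.05 (edgeR).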

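The genes of the Toll-like receptors Tlr1, Tlr7, Tlr8, Tlr9 and Tlr13 had log2 fold changes (GF over SPF) of -1.77 to -1.20, with adjusted p values of 0.0397 to 0.0703 (edgeR). In each of the 5 genes, all 7 SPF libraries lay above the GF mean. Tlr7 (ENSMUSG00000044583.13, chromosome X of GRCm38, 167304929 to 167330558) had 10.2 ± 6.18 CPM (SD, n = 9) in GF and 25.2 ± 9.01 CPM (SD, n = 7) in SPF skin, a log2 fold change of -1.30 (standard error 0.34, adjusted p = 0.0446, edgeR). Without SPF1 its adjusted p was 0.113. Tlr13 (ENSMUSG00000033777.3, chromosome X, 106143204 to 106160493) had 3.95 ± 2.85 CPM in GF and 13.6 ± 5.99 CPM in SPF skin, a log2 fold change of -1.77 (standard error 0.42, adjusted p = 0.0397, edgeR). It kept an adjusted p value under 0.1 in all 16 fits that left out 1 library. Of the 5 receptor genes, 1 was called without SPF1 and 2 without SPF5. Of the sequence of Tlr1, 7.89% in 100-base stretches is shared with other genes.

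Irf7 (ENSMUSG00000025498.14, chromosome 7, 141262706 to 141266481), whose exons overlap those of another gene, had 34.4 ± 19.3 CPM in GF and 134 ± 91.9 CPM in SPF skin. Its log2 fold change was -1.94 (standard error 0.37, adjusted p = 0.0397, edgeR), and -1.63 without SPF1. The complement genes C3, C1qa, C1qb, C1qc, Cfp, Cfb and C3ar1 were all lower in GF skin, with log2 fold changes of -1.55 to -1.02 and adjusted p values of 0.0397 to 0.0773. Without SPF1, 1 of the 7 was called, and without SPF5 3 were. Cfb (chromosome 17, 34856374 to 34862518), the most changed of the 7, had 2.29 ± 1.21 CPM in GF and 6.36 ± 2.45 CPM in SPF skin. It overlaps another gene and shares 66.9% of its 100-base sequences with other genes, so its reads are not specific to it. C3, with mean values of 361 CPM in GF and 712 CPM in SPF skin, had an adjusted p of 0.0773, which was over 0.1 in 12 of the 16 fits that left out 1 library (all but GF3, GF5, GF6 and GF8), up to 0.139 without GF1 (edgeR). After adjustment for the anagen score, the log2 fold change was -0.90 for Tlr7, -1.16 for Tlr13, -1.58 for Irf7 and -1.22 for Cfb.

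**Figure D2:**
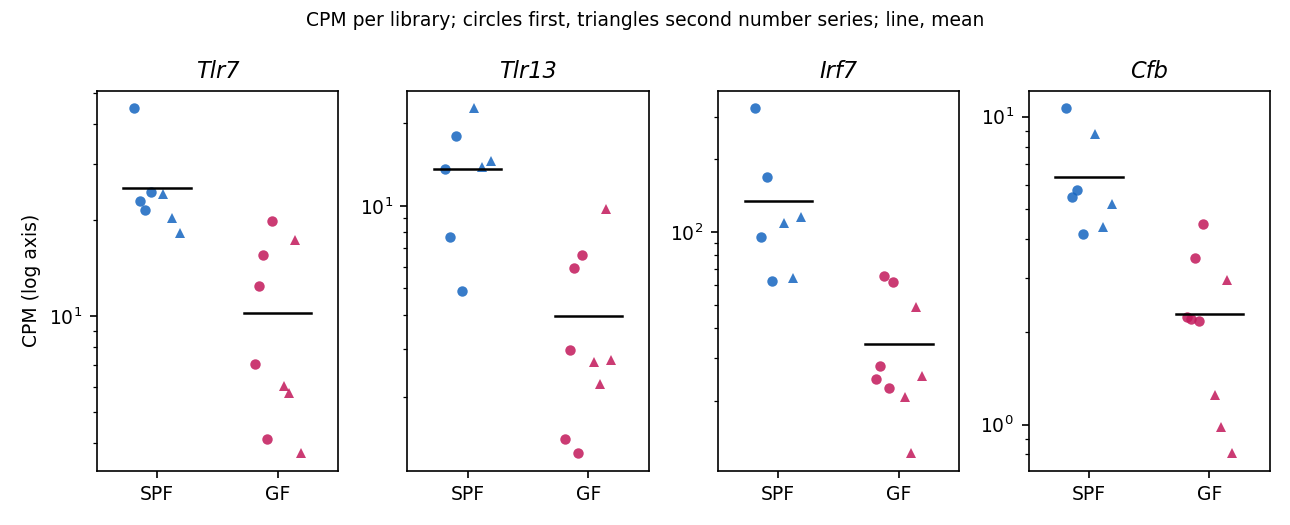
CPM on a log axis in each SPF and GF library for Tlr7, Tlr13, Irf7 and Cfb, with circles for the first number series, triangles for the second and a line at the mean of each condition. In SPF skin all 7 libraries lie above the GF mean, and the SPF mean of Tlr13 is 13.6 CPM against 3.95 CPM in GF skin.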

Seventy-two of these “innate immune response” DEGs are upregulated in SPF skin and include genes encoding pattern recognition receptors (*Tlr1*, *Tlr7*, *Tlr8*, *Tlr9 Tlr13*), interferon regulatory factors (*Irf7)*, and the complement cascade (*C3*, *C1qa*, *C1qb*, *C1qc*, *Cfp, Cfb, C3ar1*). DEGs encoding antimicrobial proteins were also upregulated in SPF skin, including *Slpi* and *Ccl6*.

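Slpi (ENSMUSG00000017002.14, chromosome 2 of GRCm38, 164354070 to 164389095), whose exons overlap those of another gene, had a log2 fold change of -1.49 (standard error 1.31, adjusted p = 0.406, edgeR). Its CPM was 1.42 ± 0.809 (SD, n = 9) in GF and 15.0 ± 29.1 (SD, n = 7) in SPF skin. The SPF mean rested on SPF5 with 78.2 CPM and SPF7 with 23.2 CPM, while the other SPF libraries had 0.325 to 1.51 CPM. Without SPF5 the log2 fold change was -0.58. Between the number series the change reversed, from 1.47 in the first to -4.45 in the second (interaction adjusted p = 0.0452, edgeR). Ccl6 had 128 ± 99.5 CPM in GF and 288 ± 143 CPM in SPF skin, a log2 fold change of -1.22 (standard error 0.36, adjusted p = 0.0576, edgeR). Its adjusted p value passed 0.1 in 4 of the 16 fits that left out 1 library (GF1, GF9, SPF1 and SPF5), with 0.121 without SPF1 as the highest. Adjusted for the anagen score, the log2 fold change of Ccl6 was -0.61.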

**Fig. 2:**
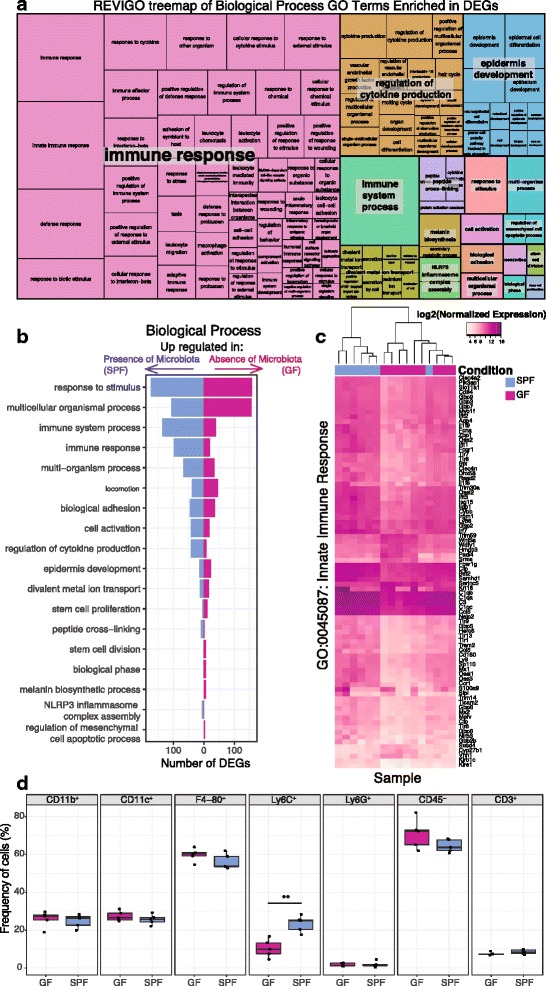
Gene ontology analysis identifies immune response terms enriched in DEGs. **a** REVIGO treemap showing cluster representatives of Biological Process GO terms that are significantly enriched in the DEGs (FDR-corrected *p* value < 0.05). Larger boxes indicate greater significance, as the box sizes are determined by the absolute value of the log_10_ *p* value. **b** Barplot depicting the number of DEGs in each of the high-level significant Biological Process GO terms from part A. **c** Heatmap of the log normalized gene expression of DEGs in the GO term “Innate Immune Response”. **d** Flow cytometry analysis of GF and SPF mice (*n* = 5 each) identified no significant differences between GF and SPF skin in regard to myeloid (CD11b^+^) cells, dendritic (CD11c^+^) cells, macrophages (F4-80^+^), neutrophils (Ly6G^+^), non-hematopoietic (CD45^−^) cells, and T cells (CD3^+^). However, Ly6C^+^ monocytes were significantly increased in frequency in SPF compared to GF skin (*T* test, *p* value < 0.01). All populations (except CD45^−^) were pre-gated on live, CD45^+^ cells

Molecular function GO terms enriched in the DEGs contained terms related to host-microbe interactions and the immune system, such as “cytokine activity” (GO 0005125), “cytokine receptor binding” (GO 0005126), “toll-like receptor binding” (GO 0035325), and “interleukin-1 receptor binding” (GO 0005149) (FDR-corrected *p* values all < 0.05). 

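By the one-sided Fisher's exact test, the cytokine activity sheet held 15 DEGs with a 2-fold difference among 108 tested genes, 12 higher in SPF and 3 in GF skin, an odds ratio of 2.76 (exact p = 0.000947, adjusted p = 0.00213). Its exact p depended on single libraries, at 0.123 without GF1, 0.167 without GF4, 0.350 without GF9, 0.319 without SPF1, 0.830 without SPF5 and 0.0588 without SPF7. The cytokine receptor binding sheet held 17 among 182 (odds ratio 1.76, exact p = 0.0259, adjusted p = 0.0388). Fewer genes carried the other sheets, with 2 of 9 for Toll-like receptor binding (odds ratio 4.85, exact p = 0.0862, adjusted p = 0.111) and 2 of 16 for interleukin-1 receptor binding (odds ratio 2.42, exact p = 0.223). With the added background of features with normalized values, the odds ratios were 3.62 for cytokine activity, 2.31 for cytokine receptor binding, 6.32 for Toll-like receptor binding (exact p = 0.0552) and 3.16 for interleukin-1 receptor binding (exact p = 0.151).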

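Ccl28 (ENSMUSG00000074715.2, chromosome 13 of GRCm38, 119623819 to 119654359) had 0.542 ± 0.175 CPM (SD, n = 9) in GF and 1.19 ± 0.491 CPM (SD, n = 7) in SPF skin. A log2 fold change of -1.12 (standard error 0.24, adjusted p = 0.0397, edgeR) was estimated, and the call held in all 16 fits that left out 1 library. Tslp (ENSMUSG00000024379.3, chromosome 18, 32815383 to 32819797) had 2.57 ± 0.912 CPM in GF and 5.63 ± 2.25 CPM in SPF skin, a log2 fold change of -1.13 (standard error 0.30, adjusted p = 0.0456, edgeR). Its adjusted p value was 0.115 without SPF1 and stayed under 0.1 in the other 15 fits. Cxcl9 had 4.53 ± 1.57 CPM in GF and 14.5 ± 19.2 CPM in SPF skin, and its log2 fold change of -1.41 (standard error 0.47, adjusted p = 0.0717, edgeR) fell in size to -0.71 without SPF7. It was under 0.1 in 7 of the 16 fits, with 0.135 without GF9 as the highest value. Over the 3 genes, the number under 0.1 adjusted over the list alone was 3, as it was over all genes tested. The study chose this list on these samples.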

Analysis of DEGs within the GO term “cytokine activity” revealed differential expression of cytokines/chemokines involved with homing of T cells to the skin, including *Tslp, Cxcl9*, and *Ccl28*, all upregulated in SPF skin. 

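None of the interleukin-1 family genes Il1b, Il33, Il1f8 and Il1f9 had an adjusted p value under 0.1 over all genes tested (edgeR). Adjusted over the list alone, 3 of the 4 did, but the study chose this list on these samples. All 4 had lower fitted expression in GF skin. In edgeR's test the log2 fold change was -1.09 for Il33 (standard error 0.43, adjusted p = 0.108), -1.17 for Il1f9 (standard error 0.46, adjusted p = 0.102), -1.14 for Il1f8 (standard error 0.59, adjusted p = 0.186) and -1.25 for Il1b (standard error 0.93, adjusted p = 0.332). Their spread in SPF skin was wide, at 130 ± 115 CPM (SD, n = 7) for Il33, against 52.7 ± 27.6 CPM (SD, n = 9) in GF skin. Il1f9 had 43.3 ± 46.3 CPM in SPF and 13.9 ± 9.31 CPM in GF skin. Without GF3 or without GF5, Il33 and Il1f9 were called, with adjusted p values down to 0.0499 for Il1f9. In the first number series alone the log2 fold change was 0.84 for Il1b and 0.28 for Il1f8, the opposite direction.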

Interleukin-1 family cytokine genes were also upregulated in SPF skin compared to GF, including *IL-1β*, *Il-33*, *Il1f8* (also known as *Il-36β*), *Il1f9* (also known as *Il-36γ*). In particular, IL-36γ has been implicated in plaque psoriasis [33], and Cathepsin S (*Cpss*), recently shown to activate IL-36γ [34], was also upregulated in SPF compared to GF skin. 

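Cathepsin S is encoded by Ctss (ENSMUSG00000038642.10, chromosome 3 of GRCm38, 95526786 to 95556403). Its expression was 115 ± 57.6 CPM (SD, n = 9) in GF and 283 ± 88.4 CPM (SD, n = 7) in SPF skin, and all 7 SPF libraries lay above the GF mean. The log2 fold change was -1.28 (standard error 0.31, adjusted p = 0.0397, edgeR). It stayed between -1.44 and -1.16 when each library was left out in turn, with an adjusted p value under 0.1 in all 16 fits. Adjusting for the anagen score gave -0.88.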

Genes encoding pro-inflammatory cytokines, such as *Il-33*, were upregulated by the microbiota, as were anti-inflammatory cytokines such as *Il-10.*

KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis corroborated enriched GO terms and identified significant enrichment of the pathways “complement and coagulation cascades” (ko04610), “*Staphylococcus aureus* infection” (ko05150), “cytokine-cytokine receptor interaction” (ko04060), and “toll-like receptor signaling pathway” (ko04620) (FDR-corrected *p* value < 0.05).

### Analysis of skin immune cell populations supports gene expression findings

Because the skin is composed of heterogeneous cell populations, and differential infiltration by immune cell subtypes may account for some differences in observed gene expression, we compared GF and SPF skin cellular populations. Toluidine blue staining for mast cells did not reveal significant differences in counts between SPF and GF skin (Additional file 9: Figure S4A), nor did immunofluorescence staining of CD3, a pan T cell marker (Additional file 9: Figure S4B).

Flow cytometry was used to further quantify a variety of different cell populations in the skin of SPF and GF mice. No significant differences were observed between GF and SPF skin in frequency of myeloid (CD11b^+^) cells, dendritic (CD11c^+^) cells, neutrophils (Ly6G^+^), non-hematopoietic (CD45^−^) cells, or T cells (CD3^+^) (Fig. 2d). In SPF skin, however, Ly6C^+^ monocytes were significantly increased in frequency (Fig. 2d). We also saw increased IL-1α production in myeloid, dendritic, macrophage, and non-hematopoietic cell populations in SPF compared to GF skin (Additional file 9: Figure S4C), similar to previous reports of the cutaneous immune microenvironment [6]. 

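In the RNA libraries, Il1b (ENSMUSG00000027398.13, chromosome 2 of GRCm38, 129364570 to 129371139), whose exons overlap those of another gene, had 3.92 ± 2.42 CPM (SD, n = 9) in GF skin. SPF5 had 81.8 CPM, and without this library the log2 fold change was -0.47. In the second number series alone it was -3.55 (interaction adjusted p = 0.0695, edgeR).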

Although the frequency of F4/80^+^ macrophages did not differ (Fig. 2d), an increased frequency of IL-1β producing F4/80^+^ macrophages was observed in SPF skin, in line with our RNA sequencing data that identified *IL-1β* as differentially expressed (Additional file 9: Figure S4C, D). Overall, these results support our transcriptome findings of differential gene expression related to cytokine activity and the immune response and confirm previous reports of the cutaneous immune microenvironment.

### Epidermal differentiation is regulated by the commensal microbiota

The GO term “keratinocyte differentiation” was significantly enriched in DEGs (FDR corrected *p* value 2.2 × 10^− 5^). 

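Of the 101 tested genes of the keratinocyte differentiation sheet, 9 were DEGs with a 2-fold difference with edgeR, an odds ratio of 1.66 (one-sided Fisher's exact p = 0.110, adjusted p = 0.124 over 9 sheets). The odds ratio was 2.87 with DESeq2 (exact p = 0.000472), 3.98 with limma on the deposited normalized values (exact p = 2.37e-05) and 2.64 without the number series as a covariate (exact p = 0.00276). It was 0.755 with limma voom and 1.05 at an adjusted p value under 0.05. Against random sets it was 2.58 when matched on mean CPM (permutation p = 0.0112) and 1.41 when matched on feature length (permutation p = 0.203). Leaving out GF3 gave 19 genes (exact p = 0.000184) and leaving out GF5 gave 13 (exact p = 0.0315), and in the other 14 fits the exact p was over 0.05. Against the features with normalized values alone, the odds ratio was 2.17 (exact p = 0.0312). The epidermis development sheet held 25 DEGs with a 2-fold difference among 238 tested genes, 20 higher in GF and 5 in SPF skin (odds ratio 2.02, exact p = 0.00176, adjusted p = 0.00317). Its exact p was 0.618 without GF1, 0.197 without GF4, 0.215 without GF9, 0.274 without SPF1, 0.275 without SPF5 and 0.215 without SPF7.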

Of the 101 genes in our dataset that fall under this category, eight were significantly downregulated and 12 were significantly upregulated in response to microbial colonization. 

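Among the keratinocyte differentiation genes, 24 were called by edgeR at an adjusted p value under 0.1, 19 higher in GF and 5 higher in SPF skin. With a 2-fold difference, 6 were higher in GF and 3 in SPF skin. DESeq2 gave 7 higher in GF and 9 higher in SPF skin, and limma on the deposited normalized values 5 and 10. A rotation test of the sheet (fry) gave no common direction (adjusted p = 0.963 over 9 sheets, limma).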

Notably, nine of these genes are found in the epidermal differentiation complex (EDC), a cluster of genes found on murine chromosome 3 encoding proteins involved in terminal differentiation and cornification of keratinocytes and implicated in cutaneous diseases such as psoriasis and atopic dermatitis [35]. 

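By symbol and position, 68 annotated genes of the EDC lay on chromosome 3 of GRCm38 from 90511034 to 93564643. Of these, 62 were tested and 41 had deposited normalized values. At an adjusted p value under 0.1, 15 of the 62 were called (edgeR), 6 higher in GF and 9 higher in SPF skin, or 24.2% against 20.1% of the other tested features (one-sided Fisher's exact p = 0.250). With a 2-fold difference the number was 13, 5 higher in GF and 8 in SPF skin, 3.80 times the share among the other features (exact p = 3.00e-05). Neighboring EDC genes are expressed together, so the exact p overstates the number of independent genes. Of the 15 called genes, 9 had no deposited normalized value. DESeq2 called 32, the model without the number series 26, limma voom 3, and blocking by replicate number and each number series on its own moved the count most, to 0, with 23, 22 and 38 EDC genes at an unadjusted p value under 0.05. Leaving out 1 library moved the count between 3 (without SPF1, SPF5 or GF9) and 34 (without GF3), with 25 without GF5, 10 without GF4, 9 without GF2, 7 without GF7 or SPF4, 6 without GF1 or SPF3 and 5 without SPF2 or SPF7. SPF5 had the highest CPM of all 16 libraries in 43 of the 62 genes. With a 2-fold difference, 3 genes were called without SPF5 (exact p = 0.263), 3 without GF9 (exact p = 0.246), 3 without SPF1 (exact p = 0.106) and 26 without GF3. The exact p was also over 0.05 without SPF2 (0.0877), SPF3 (0.0580) and SPF7 (0.0921). The log2 fold change had opposite signs in the first and the second number series in 18 of the 49 genes tested in both.

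**Figure D3:**
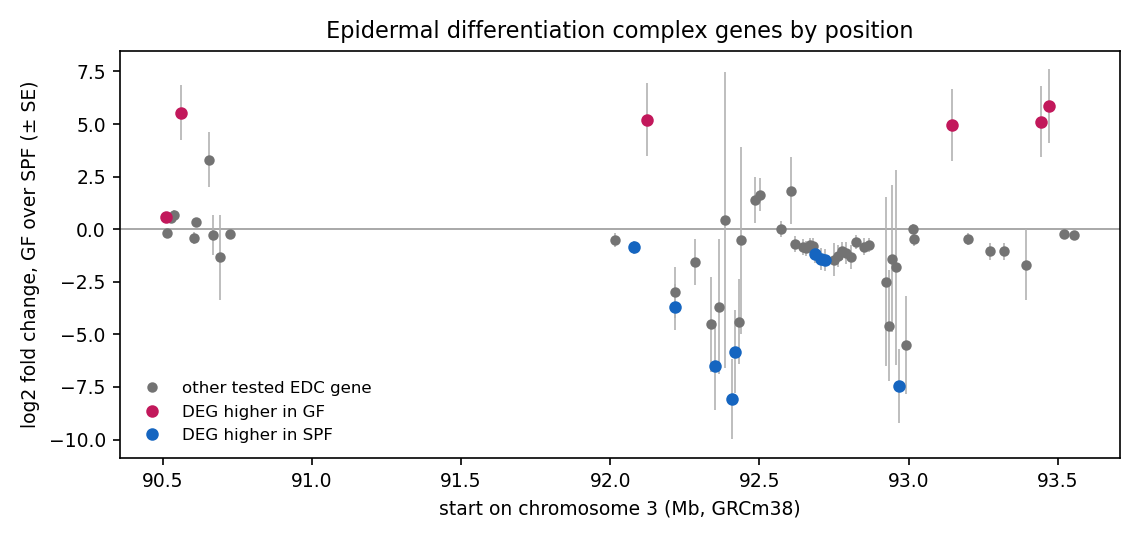
Log2 fold change (GF over SPF, edgeR, with its standard error, vertical axis) of the 62 tested EDC genes against their start on chromosome 3 of GRCm38 in Mb (horizontal axis), with DEGs higher in GF skin in magenta, DEGs higher in SPF skin in blue and other tested genes in gray. The 6 DEGs higher in GF skin lie at both ends and in the middle of the region, and the 9 higher in SPF skin lie in its central part.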

There are 61 total genes in the murine EDC; 33 were retained in our filtered, normalized dataset, 27 were significantly differentially expressed between GF and SPF mice, and 12 of these DEGs had at least a twofold change in expression (Fig. 3a). This includes late cornified envelope genes (*Lce1d*, *Lce1e*, *Lce1f*, *Lce1g*, *Lce1h*, *Lce1i*, *Lce1j*, *Lce1k*) and small proline rich region genes (*Sprr1a*, *Sprr2a3*, *Sprr4*), which encode cornified envelope precursors with protein cross-linking function, all upregulated in SPF compared to GF skin. 

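All 8 of the late cornified envelope genes Lce1d to Lce1k had lower fitted expression in GF skin, with log2 fold changes of -1.46 to -1.04 and adjusted p values of 0.0867 to 0.204 (edgeR). Lce1d, Lce1e and Lce1f were called at an adjusted p value under 0.1. Adjusted over the list alone, 8 of 8 were, but the study chose this list on these samples. Lce1f (ENSMUSG00000042124.5, chromosome 3 of GRCm38, 92718685 to 92720350) had 17.8 ± 13.1 CPM (SD, n = 9) in GF and 80.9 ± 110 CPM (SD, n = 7) in SPF skin, a log2 fold change of -1.46 (standard error 0.54, adjusted p = 0.0909, edgeR). Its adjusted p value was over 0.1 in 13 of the 16 fits that left out 1 library, up to 0.167 without GF9. Of the 8 genes, 7 were called without GF3, 4 without GF5, 3 without SPF6 and 2 without GF6 or GF8, and 0 in the other 11 fits, in each of which 3 to 7 genes had an unadjusted p value under 0.05. Lce1g rose in the first number series alone (0.42). Because these paralogs can share reads, the CPM of 14 Lce1 genes, here without TMM scaling, was also summed. The sum was 960 ± 556 CPM in GF and 1662 ± 931 CPM in SPF skin, a difference of mean log2 values of -0.88 (exact permutation test, two-sided p = 0.0587), with -0.65 in the first and -1.20 in the second number series.

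Sprr1a (ENSMUSG00000050359.7, chromosome 3, 92483952 to 92485895) had 671 ± 595 CPM in GF and 440 ± 572 CPM in SPF skin, a log2 fold change of 1.37 (standard error 1.10, adjusted p = 0.365, edgeR). In the first number series it was 3.68 and in the second -1.21. Sprr4 had a log2 fold change of 1.64 (standard error 0.80, adjusted p = 0.163, edgeR), with 3.29 in the first and -0.24 in the second number series, and with the anagen score in the model it was -0.38. For Sprr2a3, which shares 36.2% of its 100-base sequences with other genes, the log2 fold change was -1.54 (standard error 1.10, adjusted p = 0.311, edgeR).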

Other DEGs localizing to the EDC included those encoding the S100 small calcium binding proteins. These include *S100a7a* (psoriasin) and *S100a9*, both encoding antimicrobial and/or chemotactic proteins which are expressed under a variety of epidermal insults including psoriasis and wound healing [36]. 

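S100a7a (ENSMUSG00000063767.3, chromosome 3 of GRCm38, 90654017 to 90658669) had 46.8 ± 53.1 CPM (SD, n = 9) in GF and 5.34 ± 5.42 CPM (SD, n = 7) in SPF skin. The log2 fold change was 3.30 (standard error 1.30, adjusted p = 0.106, edgeR). It was called without GF3, GF5, GF6 or GF8, with adjusted p values down to 0.0569, and with the anagen score in the model the log2 fold change was -1.18. S100a9 (ENSMUSG00000056071.12, chromosome 3, 90692632 to 90695721) had 3.46 ± 2.33 CPM in GF and 44.0 ± 87.8 CPM in SPF skin, a log2 fold change of -1.34 (standard error 2.01, adjusted p = 0.634, edgeR). SPF5 had 235 CPM and SPF7 66.2 CPM. When each library was left out in turn, the log2 fold change ranged from -2.52 to -0.12. It was 2.56 in the first and -5.26 in the second number series (interaction adjusted p = 0.0259, edgeR).

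**Figure D4:**
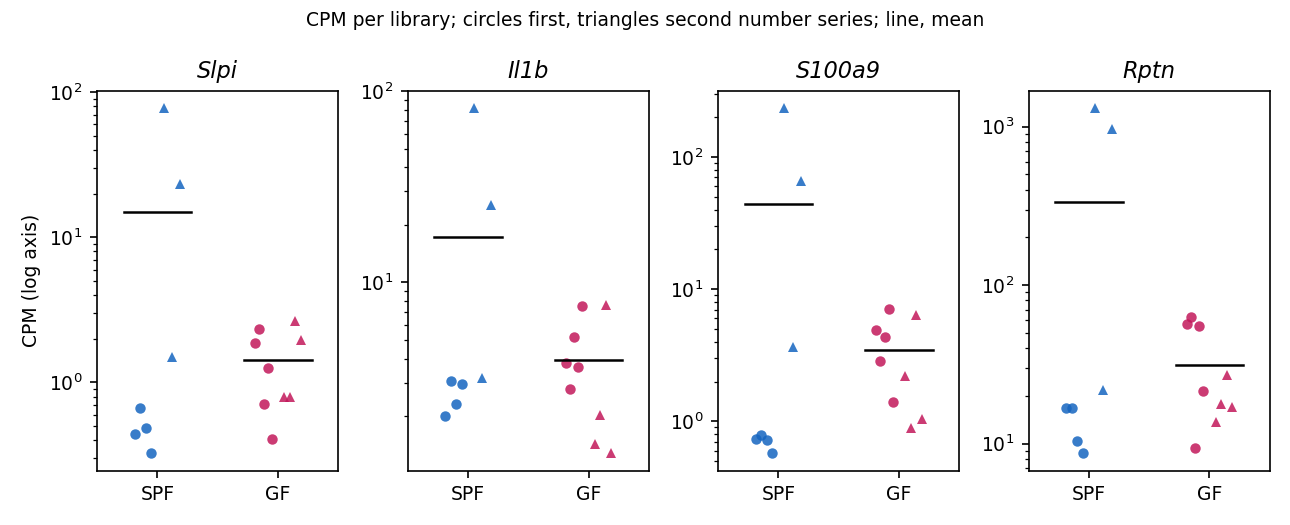
CPM on a log axis in each SPF and GF library for Slpi, Il1b, S100a9 and Rptn, with circles for the first number series, triangles for the second and a line at the mean of each condition. For S100a9, SPF5 has 235 CPM and SPF7 66.2 CPM, far above the GF mean of 3.46 CPM.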

Previous studies have demonstrated that *Escherichia coli*, a Gram-negative bacterium rarely found on human or murine skin, induces expression of S100A7 and S100A15 when heat killed cultures or conditioned media are incubated with keratinocytes in vitro [37, 38]. Additionally, *Flg* and *Rptn* are DEGs encoding the structural proteins filaggrin and repetin, respectively, and were upregulated in SPF mice.

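Flg had 42.9 ± 19.4 CPM (SD, n = 9) in GF and 138 ± 169 CPM (SD, n = 7) in SPF skin, a log2 fold change of -1.05 (standard error 0.42, adjusted p = 0.107, edgeR). It was called without GF3, without GF5 and without SPF6, with adjusted p values down to 0.0698. In the first number series its log2 fold change was -0.02 and in the second -2.25. Rptn (ENSMUSG00000041984.2, chromosome 3 of GRCm38, 93393699 to 93399442), whose exons overlap those of another gene, had 31.3 ± 21.03 CPM in GF and 337 ± 559 CPM in SPF skin, a log2 fold change of -1.69 (standard error 1.70, adjusted p = 0.472, edgeR). SPF5 had 1316 CPM and SPF7 967 CPM. The log2 fold change of Rptn was 1.67 in the first and -5.32 in the second number series (interaction adjusted p = 0.0259, edgeR).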

**Fig. 3:**
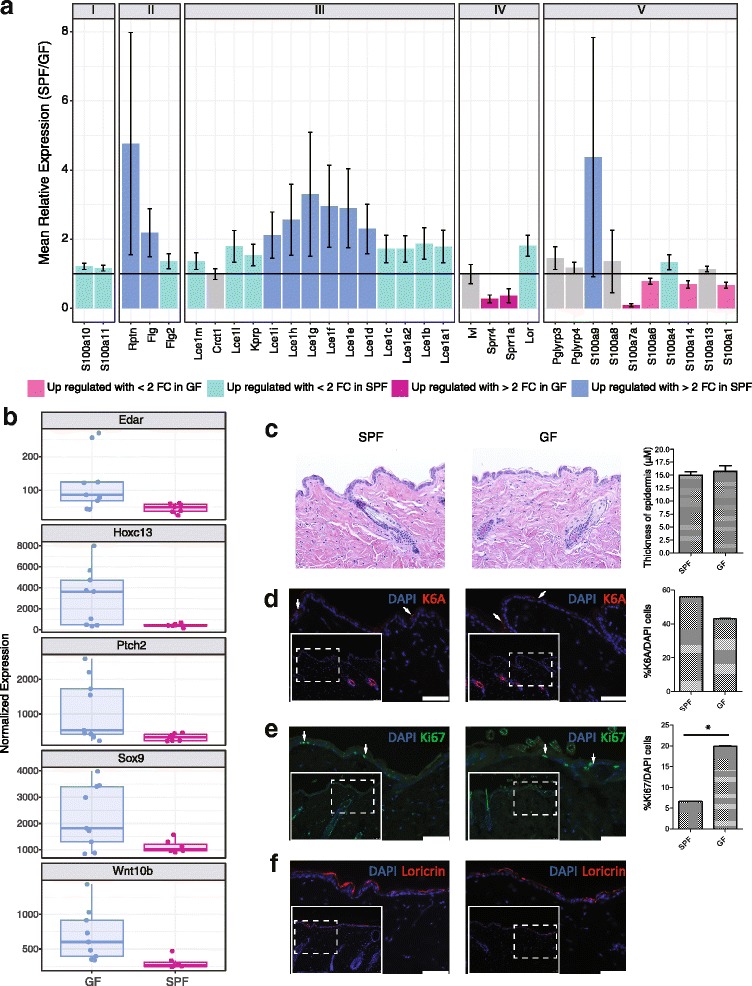
Genes in the epidermal differentiation complex (EDC) are under microbial regulation. **a** The mean relative expression of genes found in the EDC in SPF compared to GF mice. A value of 1 indicates equal expression in the two groups. Colors of the bars indicate DEGs, and error bars represent propagated SE of the ratio SPF/GF. EDC genes are grouped as previously described [35]. **b** Boxplot of normalized gene expression of differentially expressed transcription factors and regulators critical to skin developmental processes. **c***–***f** Histology and immunofluorescence staining of SPF and GF skin sections. Dotted line inset boxes indicate the area that is magnified in the figure to orient the reader. White arrowheads are examples of positive cells. Significance testing was performed on an aggregate of three experiments with 3 GF and 3 SPF mice each. A * indicates a *p* value < 0.05 by *T* test. Scale bars represent 50 μm. **c** Hematoxylin and eosin staining and epidermal thickness measurements. **d** Cytokeratin 6A (K6A) staining. **e** Ki67 staining for proliferating cells. **f** Loricrin staining as a marker of differentiation

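Cdh3 (ENSMUSG00000061048.7, chromosome 8 of GRCm38, 106510891 to 106557297) had 83.2 ± 46.0 CPM (SD, n = 9) in GF and 39.0 ± 9.86 CPM (SD, n = 7) in SPF skin. Its log2 fold change was 1.10 (standard error 0.34, adjusted p = 0.0614, edgeR) and its adjusted p value was over 0.1 in 6 of the 16 fits that left out 1 library (GF1, GF4, GF9, SPF1, SPF2 and SPF7), up to 0.121 without GF9. The model with the anagen score gave 0.08. Hrnr, which lies within the EDC region on chromosome 3, had 91.1 ± 64.5 CPM in GF and 243 ± 243 CPM in SPF skin, a log2 fold change of -1.05 (standard error 0.41, adjusted p = 0.106, edgeR), and it was called without GF3 (as without GF5) at adjusted p values down to 0.0485. Krt16 had 58.8 ± 52.3 CPM in GF and 737 ± 1292 CPM in SPF skin, a log2 fold change of -0.83 (standard error 2.18, adjusted p = 0.792, edgeR). It shares 24.3% of its 100-base sequences with other genes. Leaving out 1 library moved it between -2.13 without SPF4 and 0.46 without GF6, and it was also positive without GF7 (0.46), GF8 (0.30) or GF9 (0.45). In Krt16 the change was 2.93 in the first and -4.87 in the second number series. SPF5 had 3219 CPM of Krt16 and SPF7 1860 CPM, while the other SPF libraries had 6.82 to 49.8 CPM.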

DEGs outside of the EDC but also involved in keratinocyte differentiation included the cell adhesion protein cadherin-3 (*Cdh3*); hornerin (*Hrnr*), a filaggrin-like S100 protein; and keratin 16 (*Krt16*), a structural protein recently shown to regulate innate immunity in response to epidermal barrier stress [39]. Genes upregulated in GF mice included those encoding the transcription factors *Msx2* and *Foxn1*. 

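Msx2 (ENSMUSG00000021469.9, chromosome 13 of GRCm38, 53466884 to 53473074) had 68.6 ± 60.9 CPM (SD, n = 9) in GF and 5.58 ± 3.52 CPM (SD, n = 7) in SPF skin, a log2 fold change of 3.66 (standard error 0.79, adjusted p = 0.0397, edgeR). The call held in all 16 fits that left out 1 library. Foxn1 (ENSMUSG00000002057.4, chromosome 11, 78357577 to 78386558) had 44.2 ± 36.0 CPM in GF and 11.4 ± 4.60 CPM in SPF skin, a log2 fold change of 1.98 (standard error 0.56, adjusted p = 0.0516, edgeR), and was over 0.1 without SPF1 (0.116) and without GF9. After adjustment for the anagen score, it was 0.57 for Msx2 and 0.05 for Foxn1.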

Notably, *Foxn1* knockout results in the *nude* phenotype, characterized by skin defects including impaired keratinization and hair formation [40], and genetically interacts with *Msx2* upstream of the Notch signaling pathway [41].

The enrichment of DEGs annotated with the “keratinocyte differentiation” GO term prompted us to further examine other gene subsets that are involved in the development and differentiation of the epidermis. This revealed a variety of transcription factors and regulators critical to skin developmental processes including *Ptch2*, *Sox9*, *Edar*, *Wnt10b*, and *Hoxc13*, all of which were upregulated in GF compared to SPF skin (Fig. 3b).

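In edgeR's test, the log2 fold change (GF over SPF) was 1.00 for Sox9 (standard error 0.33, adjusted p = 0.0696), 1.22 for Wnt10b (standard error 0.31, adjusted p = 0.0431), 1.35 for Edar (standard error 0.43, adjusted p = 0.0652) and 2.89 for Hoxc13 (standard error 0.69, adjusted p = 0.0397). Hoxc13 (ENSMUSG00000001655.6, chromosome 15 of GRCm38, 102921103 to 102928814) had 72.4 ± 62.1 CPM (SD, n = 9) in GF and 9.91 ± 3.78 CPM (SD, n = 7) in SPF skin. All 9 GF libraries lay above the SPF mean for Wnt10b, 8 of 9 for Sox9, and 7 of 9 for Edar and Hoxc13. The call of Hoxc13 held in all 16 fits that left out 1 library, and that of Wnt10b in 15, with an adjusted p value just over 0.1 without SPF1. For Sox9 it was over 0.1 in 9 fits (GF1, GF4, GF9, SPF1 to SPF5 and SPF7), up to 0.137 without GF9, and for Edar in 7 (GF1, GF4, GF9, SPF1 and SPF5 to SPF7), up to 0.124 without SPF5. With the anagen score in the model, the log2 fold change was 0.18 for Sox9, 0.63 for Wnt10b, 0.87 for Edar and 0.37 for Hoxc13, each with an unadjusted p value over 0.1 (edgeR).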

To further investigate these findings and the potential structural consequences to the skin barrier, we assessed gross morphology of SPF and GF skin by performing hematoxylin and eosin staining of histological sections. As shown in Fig. 3c, no differences in the thickness of epidermis or other structural alterations were observed. Immunofluorescence was also used to visualize markers for differentiation, proliferation, and injury. Staining for cytokeratin 6a (K6A) did not differ between SPF and GF mice and was localized to the hair follicle (Fig. 3d), the site of constitutive expression. Since K6A expression in the interfollicular epidermis is a hallmark response to wound healing [42], we conclude that the barrier integrity is similar in SPF and GF mice. 

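Krt6a (ENSMUSG00000058354.6, chromosome 15 of GRCm38, 101689910 to 101694307) had 332 ± 274 CPM (SD, n = 9) in GF and 691 ± 1054 CPM (SD, n = 7) in SPF skin, a log2 fold change of -0.29 (standard error 1.18, adjusted p = 0.870, edgeR). In the first number series it was 2.25 and in the second -3.11. The gene shares 30.6% of its 100-base sequences with other genes, and its exons overlap those of 2 other genes. Its log2 fold change turned positive when SPF5 or any of GF6 to GF9 was left out, up to 0.31 without GF7. The SPF mean of Krt6a rested on SPF5 with 2739 CPM and SPF7 with 1563 CPM. The other SPF libraries had 79.6 to 141 CPM.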

Supporting this, the gene encoding K6a (*Krt6a*) was not differentially expressed. 

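Mki67 (ENSMUSG00000031004.7, chromosome 7 of GRCm38, 135689784 to 135716361) had 186 ± 125 CPM (SD, n = 9) in GF and 91.7 ± 20.8 CPM (SD, n = 7) in SPF skin, a log2 fold change of 1.02 (standard error 0.38, adjusted p = 0.0909, edgeR). The adjusted p value was over 0.1 in 11 of the 16 fits that left out 1 library, up to 0.186 without GF4, and without GF9 the log2 fold change was 0.77. Adjusting for the anagen score gave 0.09. A score of 10 cell cycle genes, the mean log2 CPM, was 0.599 higher in GF skin (exact permutation test, two-sided p = 0.137).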

Ki-67, a marker of cellular proliferation [43], was significantly increased in GF skin (Fig. 3e), corroborating the finding that the gene encoding Ki-67 (*Mki67*) was also significantly upregulated in GF skin. Loricrin, a major component of the cornified envelope and a marker of keratinocyte terminal differentiation [44], appeared qualitatively to be increased in SPF skin by immunofluorescence (Fig. 3f), suggesting increased terminal differentiation in SPF compared to GF skin. 

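Krt1 (ENSMUSG00000046834.6, chromosome 15 of GRCm38, 101845426 to 101850794) had 1331 ± 1072 CPM (SD, n = 9) in GF and 3663 ± 4174 CPM (SD, n = 7) in SPF skin, a log2 fold change of -0.93 (standard error 0.45, adjusted p = 0.162, edgeR). It was called without GF3 and without GF5, with adjusted p values down to 0.0735. Krt14 had 2412 ± 560 CPM in GF and 3424 ± 3071 CPM in SPF skin, a log2 fold change of -0.15 (standard error 0.35, adjusted p = 0.768, edgeR), which was 0.07 without SPF5. Lor, the gene of loricrin (ENSMUSG00000043165.7, chromosome 3, 92080271 to 92083142), had 1095 ± 968 CPM in GF and 1923 ± 1506 CPM in SPF skin, a log2 fold change of -0.87 (standard error 0.30, adjusted p = 0.0810, edgeR). The adjusted p value of Lor was over 0.1 in 10 of the 16 fits that left out 1 library, up to 0.147 without GF1.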

Expression of *Krt1*, another marker of terminal differentiation, was also significantly increased in expression in SPF mice (Additional file 9: Figure S4E); however, there was no significant difference in expression of *Krt14*, expressed primarily by proliferating basal keratinocytes [45]. Together, our transcriptional and histological findings suggest that the balance between epidermal proliferation and differentiation is altered in response to microbial colonization.

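A score of 8 suprabasal keratinocyte genes was 10.3 ± 0.843 (mean log2 CPM, SD, n = 7) in SPF and 9.69 ± 0.749 (SD, n = 9) in GF skin, a difference of -0.600 (exact permutation test, two-sided p = 0.154). With the number series in the model it was -0.617 (permutation p = 0.0469, adjusted p = 0.0838 over 14 lists). With the number series and the anagen score in the model it was -0.187 (permutation p = 0.570). For 6 basal keratinocyte genes the difference was -0.163 (exact p = 0.311).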

### Colonization state shifts gene expression networks for epidermal differentiation and development processes

To investigate gene-gene regulatory relationships, we identified gene pairs with similar expression patterns in GF and SPF states using differential gene correlation analysis (DGCA) [46]. We focused on a subset of all DEGs with high relative expression, moderate to high dispersion, and significant co-expression patterns across both colonization conditions. Post-filtering, 661 genes were positively correlated with at least one other gene and 14,707 of 230,860 possible gene pairs were significantly positively correlated in both SPF and GF skin (Fig. 4a). Additionally, 605 of these 14,707 positively correlated gene pairs exhibited a significant change in correlation between the two colonization states, indicating an underlying change in modular connectivity profiles. 

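The paper's DGCA filters were applied to the DEGs of the authors' statistic, which was re-derived from the deposited normalized values after the data were examined. Genes at or over the 75th percentile of the mean and over the 30th percentile of dispersion gave 840 genes and 352380 pairs. A pair counted as positively correlated when Pearson's r was over 0.681 in the 9 GF libraries and over 0.770 in the 7 SPF libraries, limits taken from shuffled profiles. Both held for 21801 pairs (6.19%), against 220 from chance, and 822 genes had at least 1 such pair. These are correlations across 9 and 7 libraries, and the pairs are not independent. Starting from the DEGs called by edgeR moved the count most, to 5952 of 97020 pairs. Each condition has at most 5 libraries in a number series, so no correlation is given within a series, but the normalized values had the number series removed.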

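The DGCA package was not run, and a change in correlation was tested against independently shuffled gene profiles. Among the positively correlated pairs, 0 had a change between GF and SPF skin at q < 0.05, and 970 had an unadjusted p value under 0.05. The number at q < 0.05 was also 0 with the coefficient of variation as dispersion, with edgeR's DEGs and on log2 values, with 939, 119 and 1012 pairs at an unadjusted p value under 0.05.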

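Serpina12 (ENSMUSG00000041567.3, chromosome 12 of GRCm38, 104028769 to 104044443) had 100 ± 57.9 CPM (SD, n = 9) in GF and 139 ± 51.3 CPM (SD, n = 7) in SPF skin, a log2 fold change of -0.47 (standard error 0.32, adjusted p = 0.294, edgeR). On the deposited normalized values, Lor and Serpina12 were correlated across the 9 GF libraries with Pearson's r = 0.980 (exact permutation p = 1.93e-05) and Spearman's rho = 0.983 (exact permutation p = 4.96e-05). Across the 7 SPF libraries, r was 0.800 (exact permutation p = 0.0335) and rho was 0.821 (exact permutation p = 0.0341). Without the 2 libraries farthest from the median of Serpina12, r was 0.955 in GF (exact permutation p = 0.000794) and 0.489 in SPF skin (exact permutation p = 0.367), where only 5 libraries were left. The relation within a number series, with at most 5 libraries of a condition, was not tested.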

Notably, *Loricrin*, which encodes a major component of the cornified envelope, and *Serpina12*, a serine protease inhibitor that has been implicated in the keratinocyte desquamation process [47, 48], are both significantly upregulated in the presence of commensal microbiota and are also significantly positively correlated in GF and SPF conditions (Fig. 4b). However, a significant decrease in the correlation coefficient between the two genes is observed in SPF compared to GF skin (Fig. 4b, q, < 0.05), suggesting an alteration in the gene networks controlling epidermal development in response to microbial colonization.

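The difference between the GF and SPF correlation of Lor and Serpina12 was 0.180 (permutation p = 0.0786 on Fisher's z, q = 0.205 over all 352380 pairs). On TMM-normalized CPM without removal of the number series, r was 0.863 in GF and 0.984 in SPF skin, and the difference had the opposite sign (-0.12). On log2 values r was 0.982 and 0.761.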

**Fig. 4:**
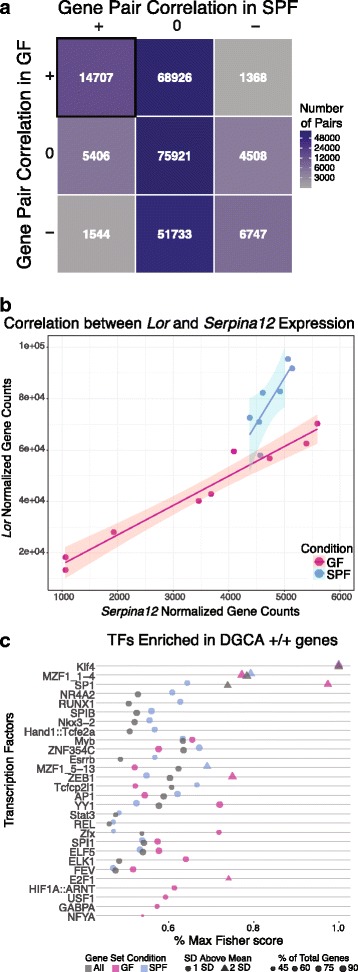
DGCA analysis identified significantly correlated DEGs that share potential transcription factor binding sites. **a** Matrix highlighting the number of significantly correlated gene pairs from the filtered list of DEGs. Each axis represents a condition (GF or SPF), with + indicating a significant positive correlation between the gene pair, − indicating a significant negative correlation, and 0 indicating the lack of a significant correlation. Gene pairs that are positively correlated in both SPF and GF skin are highlighted in the uppermost left corner. **b** The *Loricrin* and *Serpina12* gene pair is positively correlated in both colonization conditions, but a significant loss of correlation is observed in SPF compared to GF skin (*q* < 0.05). The *x*- and *y*-axes indicate the TMM normalized, batch effect-corrected gene counts, and each dot represents a single mouse, colored by their microbial condition. Colored lines and shaded areas represent the linear regression lines and their respective 95% confidence interval for each microbial condition. **c** Analysis with oppossum3 identified enriched transcription factors in positively correlated DGCA gene sets, using Fisher scores to assess significance. The *y*-axis identifies significant transcription factors, while *x*-axis represents the significance metric. Higher values indicate greater significance and the shape indicates whether the metric score was 1 or 2 standard deviations (SD) above the mean. Fisher scores are significant when greater than 1 SD above the mean. Size of each point reflects the percentage of all DGCA +/+ DEGs containing a binding region for each TF and color indicates colonization status of the DGCA +/+ DEGs

Genes with positive correlations in both colonization states (*n* = 661) were further scrutinized for shared transcription factor binding sites in oPOSSUM3 [49]. 

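Of the 822 genes with at least 1 positively correlated pair in both conditions, 283 had a higher mean in GF and 539 a higher mean in SPF skin. Starting from edgeR's DEGs, 224 of the corresponding 423 genes were higher in SPF skin and the others higher in GF skin, and on log2 values 785 genes divided into 239 and 546.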

For improved resolution, these genes were also stratified by whether they were upregulated in GF (*n* = 196) or SPF (*n* = 465) skin. Twenty-eight total transcription factors (TF) were enriched in our positively correlated gene list (Fig. 4c, Additional file 10: Figure S5). Strikingly, Klf4, an important regulator of epidermal differentiation and barrier formation [50, 51], was the most significant TF across all three gene groupings, validating the relevance of our selected gene set.

Other significantly enriched TFs, such as SP-1 and AP-1, were more discriminatory of colonization status than Klf4. In our analysis, SP-1 was more significant in predicted regulation of GF compared to SPF genes, while AP-1 was predicted to be more significant in regulating SPF genes when considering the Fisher score metric (Fig. 4c). SP-1 has been implicated in regulating epidermal barrier function and, in conjunction with AP-1, regulates keratinocyte-specific gene expression in vitro [52]. Klf4 and SP-1 have predicted binding sites in both *Loricrin* and *Serpina12*, while AP-1 is predicted to only target *Loricrin*. Together, these findings suggest that the commensal microbiota differentially regulates underlying gene networks under the control of these TFs in the skin.

### DEGs under microbial regulation are common to the skin and gastrointestinal tract

Modulation of gene expression by the gut microbiota has been extensively studied in gastrointestinal tissues [19–24]. To determine if genes and pathways are similarly regulated by microbial colonization in both the skin and gastrointestinal tract, we compared our dataset to a 2015 study that examined gene expression profiles of control (conventionally raised SPF) mice to GF mice and mice treated with antibiotics to deplete microbiota [23]. 

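The skin part of this comparison was computed for the genes listed in Fig. 5b, of which 54 were found among the features. With edgeR, 51 of the 54 had an adjusted p value under 0.1 and a 2-fold difference in the direction of the figure. DESeq2 gave 54, limma on the deposited normalized values 45, the model without the number series 48 and limma voom 22. The number was 29 at an adjusted p value under 0.05 and 15 with blocking by replicate number. Each number series on its own moved it most, to 0, with 33 and 40 of the genes at an unadjusted p value under 0.05. The gut data were not analysed here.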

Our data shared 995 of these DEGs; 55 of which were significant with at least a twofold change in expression in both datasets (Fig. 5a, genes listed in Fig. 5b). For each gene, Morgun et al. attributed the observed differential expression in the gut tissue to direct effects of antibiotics on host tissue (ABx), depletion of normal microbiota in the gut (M), and/or growth of antibiotic resistant bacteria (ABresM). Compellingly, genes under microbial regulation in both the skin and GI tract were mainly attributed to the depletion of the normal microbiota rather than to side effects of antibiotic usage (Fig. 5a).

**Fig. 5:**
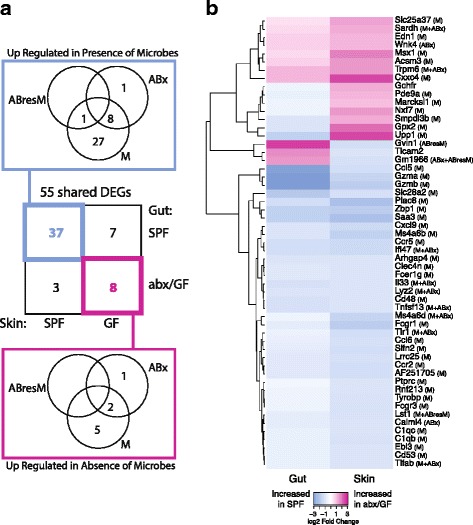
Comparison to published gut transcriptome dataset identifies shared DEGs under microbial regulation. **a** Venn diagrams highlighting 55 DEGs shared between skin and gut that are regulated by the microbiota. Gut transcriptome data was downloaded from a previously published study [23]. The center square identifies the total number of shared DEGs between the skin (*x*-axis) and gut (*y*-axis) datasets in each colonization category. The Venn diagrams highlight DEGs upregulated in the presence (blue, top) and absence (magenta, bottom) of microbiota, respectively, and whether these genes were differentially regulated in the gut in response to microbial colonization (M), colonization of antibiotic resistant microbes (ABresM), or direct effects of antibiotics on host tissue (ABx) or any combination of the above. **b** Heatmap showing log2 fold change of the 55 DEGs shared between the gut and skin datasets, with parenthesis next to gene names indicating whether these genes were differentially regulated in the gut in response to microbial colonization (M), colonization of antibiotic resistant microbes (ABresM), direct effects of antibiotics on host tissue (ABx), or any combination of the above

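Of the genes higher in colonized gut and skin in Fig. 5b, 36 were found, and all 36 had lower fitted expression in GF skin. Of these, 34 had an adjusted p value under 0.1 (edgeR), and 35 did when adjusted over the list alone, a list that the study chose on these samples. The log2 fold changes of the 34 ranged from -2.17 to -1.02. Plac8 (ENSMUSG00000029322.12, chromosome 5 of GRCm38, 100553725 to 100572245), the most changed, had 22.7 ± 17.4 CPM (SD, n = 9) in GF and 101 ± 63.9 CPM (SD, n = 7) in SPF skin, a log2 fold change of -2.17 (standard error 0.46, adjusted p = 0.0397, edgeR), and -1.54 with the anagen score in the model. Saa3 (log2 fold change -1.95, adjusted p = 0.352, edgeR) was not called, nor was Il33. Without SPF1, 11 of the 36 were called, and without SPF5 21 were.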

The 37 DEGs shared in the gut and skin that are upregulated during microbial colonization include genes related to the immune response, such as the complement cascade (*C1qc*, *C1qb*), cytokines and chemokines (*Il-33*, *Ccr2*, *Ccr5*, *Ccl5*, *Ccl6, Cxcl8*, *Cxcl9*), and toll-like receptors (*Tlr1*) (Fig. 5b). In particular, IL-33 has been implicated in multiple inflammatory disorders of both the skin and gut. Transgenic expression of IL-33 in murine skin causes spontaneous dermatitis to develop [53] and, in humans, may modulate filaggrin expression and thus skin barrier function [54]. IL-33 is also implicated in colitis in humans and in mouse models [55, 56], suggesting a general role for IL-33 signaling in the mediation of host-microbe interactions at epithelial barrier surfaces. Ebi3 is a subunit of the heterodimeric cytokine IL-27, which plays an essential role in regulating cellular proliferation during skin wound repair [57] but similarly mediates intestinal epithelial cell proliferation [58].

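For the 8 genes of Fig. 5b that are lower with microbiota in both tissues, edgeR gave log2 fold changes of 1.13 to 2.66 (GF over SPF). Cxxc4 changed most. Of the 8, 7 had an adjusted p value under 0.1, and 8 did when adjusted over the list alone, which the study chose on these samples. Trpm6, with a log2 fold change of 1.47, had an adjusted p of 0.106. With the anagen score in the model, the median log2 fold change of the 8 genes was 0.13.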

Eight genes were downregulated by the microbiota in both the skin and gut. Interestingly, three of these genes encode mitochondrial proteins involved in solute transport (*Slc25a37*), oxidative demethylation (*Sardh*), and acyl-CoA metabolism (*Acsm3*), suggesting conserved roles for the microbiota at both tissue types in cellular metabolism. 

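Acsm3 (ENSMUSG00000030935.15, chromosome 7 of GRCm38, 119760923 to 119787513), whose exons overlap those of another gene, had 7.31 ± 4.64 CPM (SD, n = 9) in GF and 2.36 ± 0.537 CPM (SD, n = 7) in SPF skin. All 9 GF libraries lay above the SPF mean, and the log2 fold change was 1.59 (standard error 0.35, adjusted p = 0.0397, edgeR). Sardh had a log2 fold change of 1.31 (adjusted p = 0.0512, edgeR) and an adjusted p value over 0.1 without SPF1 (0.114) and without SPF5. Slc25a37 had a log2 fold change of 1.45 (adjusted p = 0.0632, edgeR) and was over 0.1 in 8 of the 16 fits that left out 1 library, up to 0.128 without GF9.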

Edn3, or endothelin 3, is the ligand for endothelial receptor type B (Ednrb), which is expressed by neural crest-derived lineages during development, namely melanocytes (in the skin) and enteric neurons (in the gut) [59]. Trpm6 and Wnk4 are both involved in ion transport in the colon [60], but their role in skin is unclear.

Ten genes were differentially expressed in opposite directions in the gut and skin in response to microbial colonization. Genes upregulated by microbiota in the skin but downregulated by microbiota in the gut, include very large interferon-inducible-GTPase (*Gvin1*), toll-like receptor adaptor molecule 2 *(Ticam2)*, and a predicted gene (*Gm1966*). Conversely, genes upregulated by microbiota in the gut but downregulated by microbiota in the skin, include GTP cyclohydrolase I feedback regulator (*Gchfr*), phosphodiesterase 9A (*Pde9a*), MARCKS-like 1 (*Marcksl1*), nuclear RNA export factor 7 (*Nxf7*), sphingomyelin phosphodiesterase, acid-like 3B (*Smpdl3b*), glutathione peroxidase 2 (*Gpx2*), and uridine phosphorylase 1 (*Upp1*). 

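Gvin1 had a log2 fold change of -1.40 (standard error 0.32, adjusted p = 0.0397, edgeR), from 1.13 ± 0.871 CPM (SD, n = 9) in GF and 2.96 ± 1.60 CPM (SD, n = 7) in SPF skin. Of its 100-base sequences, 97.8% are shared with other genes, so its counts are not specific to it. Gm1966 had a log2 fold change of -1.23 and Ticam2 of -1.03, with adjusted p values of at most 0.0525.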

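The 7 genes had log2 fold changes (GF over SPF) of 1.07 for Marcksl1 to 2.39 for Upp1, with adjusted p values of 0.0522 to 0.0880 (edgeR). Upp1 had 22.8 ± 20.002 CPM (SD, n = 9) in GF and 4.95 ± 3.89 CPM (SD, n = 7) in SPF skin, with a standard error of 0.80 for its log2 fold change. It was over 0.1 in 9 of the 16 fits that left out 1 library, up to 0.149 without SPF1. With the anagen score in the model, the median log2 fold change of the 7 genes was -0.02 and 0 of them had an unadjusted p value under 0.05.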

The discordant expression of these genes suggests distinct roles and/or requirements for tissue homeostasis and tolerance in the gut and skin.

## Discussion

As a barrier to the external environment, the skin must effectively orchestrate gene expression programs to establish host-microbe commensalism and maintain cutaneous barrier function. Here, by integrating microbiome research with transcriptional genomics, we investigated cutaneous gene expression profiles from GF and SPF mice to determine how the skin interprets exposure to the commensal microbiota on a genome-wide scale. We identified a previously supported role for the microbiota in regulating immune response pathways in the skin and more surprisingly revealed that the microbiota influences epidermal development and differentiation pathways. We also identified commonalities in the genes and pathways regulated by the microbiota in the gut and skin. Together, these findings provide novel insight for understanding the fundamental and diverse cutaneous functions imparted by the commensal microbiota and establish a critical resource for further exploration.

Previous work has established cell-type-, micro-organism- and pathway-specific roles for the skin microbiota in cutaneous immunity. For example, different skin resident microbes can control expression of antimicrobial peptides [61]. Cutaneous IL-1 signaling has also been shown to be augmented by the commensal microbiota, subsequently promoting effector T cell functions [6]. Commensal microbes are also responsible for accumulation of regulatory T cells via a Ccl20-Ccr6 axis in neonatal skin [15]. The work herein collectively confirms these findings at the transcriptome level, while revealing additional immune pathways and responses elicited by the skin microbiota.

Our high-throughput approaches revealed significant transcriptional differences in response to microbial colonization. Network analyses identified co-expressed gene modules in the cutaneous transcriptome. Particularly, two gene expression modules including a significant proportion of genes under microbial regulation contribute to the host-immune response. Upregulation of innate immunity genes in the presence of microbes could be associated with the higher levels of IL-1α observed in SPF compared to GF skin. It is important to note that these expression differences are not accompanied by an increase in overall inflammation, supporting the role of the microbiome in priming the cutaneous immune response.

Our data suggest an increase in the proliferative capacity of GF skin and the microbial regulation of genes in the EDC. The enrichment of DEGs in this syntenic and relatively gene-dense region may suggest some interaction between the microbiome, the epigenome, and other regulatory mechanisms. While previous work has shown that genes in the EDC are coordinately regulated [35], it is intriguing to hypothesize that this regulation may in part be modulated by the microbiota. We identified putative transcription factors associated with differentially expressed, differentially correlated genes. Although further investigation is required to elucidate the exact mechanisms, our data suggest that genes regulated by transcription factors such as Klf4, AP-1, and SP-1 may be regulated in a colonization-dependent manner. A similar phenomenon described in the gastrointestinal tract demonstrates that hundreds of genes under negative regulation by the transcription factor Hnf4 in zebrafish are microbially regulated, many of which were homologs of genes associated with human inflammatory bowel diseases [62].

Another noteworthy finding is the characterization of genes that are transcriptionally modulated by the microbiome in both the gut and the skin, suggesting that while microbiota across different tissues induce niche-specific gene expression changes, they also stimulate similar host-immune responses. A limitation of this study is that in this model system, it is not possible to separate the effects of gut microbiota from skin microbiota. It is possible that the gut microbiota influences processes at distal epithelia such as the skin, through intestinal absorption of microbiota-derived metabolites into the bloodstream or through effects on immune cell stimulation and/or programming [63]. Similarly, the skin microbiota may have physiological implications at distal sites, which were not investigated here. Additionally, although we used sex- and age-matched mice in this study and confirmed synchronized hair cycles by histology, endogenous host factors, such as sex, age, and hair cycle, should be further investigated for their potential to modify cutaneous host-microbe interactions. Finally, our study does not differentiate the effects of different species/strains of microbiota on transcriptional responses in the skin.

Our foundational approach focused on transcriptional responses to the whole microbial community colonizing conventionally raised SPF mice in comparison to GF mice. Our work provides a framework for further investigation into how specific microbial lineages, host-genetic variation, disease states, and environmental challenges influence microbially mediated gene expression in the skin.

## Conclusions

Our results suggest that the skin microbiome mediates two fundamental processes at the transcriptional level in the skin: the immune response and epidermal development and differentiation. The epidermal differentiation complex was enriched in differentially expressed genes, and differential gene correlation analysis suggests that genetic networks underlying epidermal barrier formation and differentiation are altered by the microbiota and regulated by transcription factors such as Klf4, AP-1, and SP-1.

## Methods

### Gene expression analysis

#### Library preparation

All mouse experiments were conducted under protocols approved by the University of Pennsylvania Institutional Animal Care and Use Committee. Mice were born as GF or SPF at the University of Pennsylvania and housed as such, 3-5 mice per cage, until they were euthanized for tissue harvest. 

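Transcripts of the sex chromosomes were counted in the 16 libraries. Xist, which is transcribed from the inactive X chromosome of female cells, had 1151 to 1799 CPM in the 9 libraries of the first number series (5 GF and 4 SPF) and at most 0.220 CPM in the 7 of the second. Ddx3y of chromosome Y had 59.7 to 91.1 CPM in the second number series and 0 counts in the first.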

The skin was collected from the dorsum of 8–10-week-old male C57BL/6 mice and stored in RNAlater. Mice were confirmed to have similar (telogen) hair cycle by histological analysis. Poly-A enriched RNA was isolated from harvested GF (*n* = 9) and SPF (*n* = 7) skin, and RNA-seq libraries were constructed using the unstranded TruSeq RNA Sample Prep Kit (Illumina). Consistent with ENCODE recommendations, libraries were sequenced on the Illumina HiSeq 2000 to obtain 100 bp paired-end reads per skin sample.

#### Alignment, filtering, and counting

Transcripts were aligned to the mouse reference genome GRCm38.p4 v9 [64], using STAR [27] in conjunction with AlignerBoost [28], and specifying a seed length of 25, 4% seed mismatch, 0% seed indels, 8% all mismatch, and 3% all indels. Reads mapping to numbered and sex chromosomes were retained. Read counts were generated using featureCount in the subread package [65] and counts to ribosomal RNA were removed. Reads were filtered in NOISeq [29, 30] using method 1, which removes features with a sum of expression values less than 1 count per million multiplied by the number of samples in the condition. Post filtering, TMM normalization was applied and technical batch effects associated with sequencing run were removed using ARSyNseq [31].

#### Weighted gene correlation network analysis

Filtered, normalized, and batch effect-corrected gene counts were input into the WGCNA R package [32]. A signed-hybrid network was constructed specifying the following parameters (power = 17, pamRespectsDendro = FALSE, minModuleSize = 30, reassignThreshold = 0, mergeCutHeight = 0.25). Gene ontology analysis of modules was performed by converting Ensembl gene IDs to Entrez gene IDs with biomaRt [66] and using the function “GOenrichmentAnalysis” (parameters: organism = “mouse,” nBestP = 5, ontologies = c(“BP”)).

#### Differential gene expression and gene ontology analysis

Differential gene expression was determined using NOISeqBIO (*q* = 0.9, equivalent to FDR adjusted *p* value of 0.1). Gene ontology (GO) [67] and KEGG pathway [68] analysis were performed using the R package GOSeq [69], and visualization was generated with REVIGO [70], allowing medium similarity, using the “*Mus musculus*” database, and the SimRel similarity measure.

#### Differential gene correlation and TFBS analysis

Gene correlation analysis was performed on all 2820 DEGs with the DGCA R package, using default parameters unless otherwise specified [46]. Initially, genes were filtered for low central tendency, retaining only genes with average expression levels in the 75th percentile or above in all tested genes. Genes were further filtered for dispersion, retaining only genes with moderate to high dispersion of expression values (above the 30th percentile). The differential correlation analysis was performed on all possible pairs using Pearson’s correlation coefficient. Significance was determined through empirical *p* values derived from *Z* scores obtained in comparing the correlation values of the original expression data with correlation values of permuted expression data; 10 permutations were performed. Only genes with positive correlations in both colonization states were further considered. Prediction of overrepresented transcription factor binding sites in the positive/positive correlated genes was performed using a single site analysis with default parameters in oPOSSUM3 [49]. Significance was assessed using Fisher scores (significant when > 1 standard deviation above the mean) and *Z* scores (significant when > 2 standard deviations above the mean). Differences in the relative significance levels between the two scoring methods result from the different parameters and sample distributions used to calculate each score. Additionally, *Z* scores consider the total number of TFBS in a gene set, while Fisher scores only consider the number of genes in a set containing at least one TFBS.

#### Comparisons to previously published datasets

Significantly differentially expressed genes with at least a twofold change in expression from a gut microbiome dataset [23] were downloaded from published supplementary data and imported into R.

### Cellular characterization

#### Histology and immunofluorescence

Skin biopsies were collected from the dorsal side of SPF and GF mice, fixed in 10% (*w*/*v*) formalin, embedded in paraffin, and sectioned at 6 μm. Tissue sections were stained with hematoxylin and eosin to characterize epidermal thickness or with toluidine blue to identify mast cells. For immunofluorescence, sections were deparaffinized with xylene and rehydrated in downgraded alcohol. Heat-inactivated antigen retrieval was performed by incubating the tissue sections in 10-mM sodium citrate buffer, pH 6.0, and subsequently washing the sections with a PBS/0.2% Triton solution. Tissue sections were blocked with 10% (*v*/*v*) normal goat serum for 2 h at room temperature. After blocking, sections were incubated with a primary antibody. The antibodies that were used include anti-mouse Keratin 6A (Biolegend), anti-mouse Loricrin (Biolegend), anti-mouse CD3 (Abcam), and anti-mouse Ki67 (Abcam). Following multiple washes, secondary antibodies, goat anti-rabbit IgG-Alexa, and goat anti-mouse-Alexa 555 were applied for 1 h at room temperature and then washed. Slides were mounted with prolong DAPI (Molecular Probes) and examined under a fluorescent microscope (Leica DM550B). Positive-stained cells were counted in five fields per tissue section at × 400 magnification, three tissue sections per mouse, and three mice per group.

#### Tissue processing and flow cytometry

Skin biopsies were collected from the dorsal side of 5 SPF and 5 GF mice. A section of skin was harvested from the dorsum of the mice following hair removal with an electric trimmer equipped with a two-hole precision blade (Wahl) and treatment with a hair removal lotion (Nair). Skin sections were then minced with a sterile scalpel blade into ~ 2-mm sections and incubated in 5 mL of RPMI containing 12.5 mg/mL of Liberase TL (Roche) and 100 μg/mL of DNAse I (Sigma-Aldrich) for 120 min with vortexing every 30 min. The resulting single cell solution was passed through a 40-μm cell strainer and resuspended in cRPMI. For analysis of surface markers and intracellular cytokines, cells were incubated for 4 h with 10 μg/mL of brefeldin A, 50 ng/mL of PMA, and 500 ng/mL ionomycin (Sigma-Aldrich). Before staining, cells were incubated with anti-mouse CD16/CD32 mouse Fc block (eBioscience) and 10% rat-IgG in PBS containing 0.1% BSA. Cells were stained for dead cells with LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (Molecular Probes) and surface markers (CD4 [eBioscience, clone RM4-5], CD8β [BioLegend, clone YTS156.7.7], CD45 [eBioscience, clone 30-F11], TCRγδ [BD Biosciences, clone GL3], Ly6G [eBioscience, clone 1A8-Ly6g], Ly6C [BD Biosciences, clone AL-21], CD11b [eBioscience, clone M1/70], CD11c [eBiosciences, clone N418], F4/80 [eBioscience, clone BM8]) followed by fixation with 2% of formaldehyde and permeablization with 0.2% saponin/PBS. Intracellular cytokine staining was performed for pro-IL-1β (eBioscience, clone NJTEN3), IL-17 (eBioscience, clone eBio17B7). The data were collected using LSRII flow cytometer (BD) and analyzed using FlowJo software (Tree Star).

## Additional files

Additional file 1: Table S1. Sample summary statistics. Rows contain the 16 samples analyzed; with columns containing associated sequencing statistics and metadata. (XLSX 56 kb)

Additional file 2: Figure S1. Quality control of RNA-sequencing data. (A) Mean quality score per base for each of the 16 samples. (B) Number of reads mapping to the mouse reference genome for each sample. (C) Relative abundance of reads mapping to each biotype. (D) Percentage of the genome covered by mapped reads per sample. (EPS 1354 kb)

Additional file 3: Dataset S1. Results from differential expression analysis. Rows contain the 15,448 features analyzed. Columns contain Ensembl feature id, mean expression of GF samples, mean expression of SPF samples, the NOISeq differential expression statistic theta, the probability of differential expression (equal to 1-FDR-corrected *p* value when using NOISeqBio, DEGs defined as those with prob. > 0.9), the log_2_ fold change in expression (upregulated in GF > 0, downregulated in GF < 0), feature length, chromosome, feature start and end coordinates, feature biotype, and feature symbol. (XLSX 2289 kb)

Additional file 4: Figure S2. Batch effect correction improves dataset quality. NMDS plot (A) based on filtered, normalized read counts, and (B) on filtered, normalized, batch effect-corrected read counts from each sample, showing that batch effect correction improves dataset quality. Each point represents a single sample, with the color indicating condition (blue = SPF, magenta = GF) and shape indicating sequencing run. ARSyNseq was run with the following parameters (factor = “RunName”, batch = TRUE, norm = “n”, logtransf = FALSE). (EPS 642 kb)

Additional file 5: Figure S3. WGCNA identifies cutaneous gene modules. (A) Hierarchical clustering of samples prior to network generation (B) thresholding analysis, showing scale-free properties of the network with a chosen soft threshold power of 17. Yellow line indicates an *R*^2^ value of 0.8, orange of 0.85, and red of 0.9. (C) WGCNA cluster dendrogram of genes in our dataset, with the module membership highlighted below the dendrogram. Gray indicates genes not belonging to any of the determined modules. Dendrogram represents hierarchical clustering of eigengene modules in relation to each other and colonization condition. (D) Correlation of each module to metadata. For each comparison, the rho value is provided above the *p* value in parentheses. No modules are significantly correlated with sequencing run. The color of each box in the “Colonization Condition” column indicates the strength of the positive correlation with SPF (blue) or GF (magenta) states. (EPS 6217 kb)

Additional file 6 Dataset S2. Results from WGCNA analysis. Rows contain the features contained in each WGCNA module. Columns contain Ensembl feature id, gene symbol, module name, module color membership, gene significance (GS) for colonization condition (defined as the absolute value of the correlation between the feature and metadata) and associated *p* value, and module membership (MM) for each module (defined as the correlation of the module eigengene and the gene expression profile) and associated *p* value, the Entrez gene ID used for gene ontology analysis, and the differential gene expression status. (XLSX 8459 kb)

Additional file 7: Table S2. WGCNA gene module characterization. Top 5 significantly enriched biological process gene ontology terms (Bonferroni *p* < 0.05) associated with each WGCNA module. (XLSX 47 kb)

Additional file 8 Dataset S3. Results from gene ontology analysis. Each worksheet contains differential expression analysis results for features in the mentioned gene ontology categories. Blue and orange cells indicate significant DEGs with and without a twofold change difference in expression, respectively. (XLSX 367 kb)

Additional file 9: Figure S4. Analysis of skin immune cell populations supports gene expression findings. (A) Toluidine blue staining for mast cells. (B) Immunofluorescence staining of CD3, a pan T cell marker. Significance testing was performed on an aggregate of three experiments with *n* = 3 GF and SPF mice each. (C) Flow cytometry analysis of GF and SPF (*n* = 5 each) of IL-1α and IL-1β production by cell subset. Comparisons that are significantly different with a *p* value < 0.05 are denoted with * and those with a *p* value < 0.01 with **. (D) Barplots showing normalized gene expression values for *IL-1α* and *IL-1β*. Lines depict standard error and padj represents the FDR-corrected *p* value (1-prob) calculated by NOISeqBio. (E) Boxplot of normalized gene expression of terminal differentiation markers *Krt1* and *Krt14*, with padj indicating the FDR-corrected *p* value (1-prob) calculated by NOISeqBio. (EPS 85855 kb)

Additional file 10: Figure S5. DGCA analysis identified significantly correlated DEGs that share potential transcription factor binding sites. Analysis with oppossum3 identified enriched transcription factors in positively correlated DGCA gene sets, using *Z* scores to assess significance. The *y*-axis identifies significant transcription factors, while *x*-axis represents the significance metric, with higher values indicating greater significance, and the shape indicating whether the metric score was 1 or 2 standard deviations (SD) above the mean. *Z* scores are significant when greater than 2 SD above the mean. Size of each point reflects the percentage of all DGCA +/+ DEGs containing a binding region for each TF and color indicates colonization status of the DGCA +/+ DEGs. (EPS 1582 kb)

## Abbreviations

DEG: Differentially expressed gene
DGCA: Differential Gene Correlation Analysis
EDC: Epidermal differentiation complex
FDR: False discovery rate
GF: Germ free
GO: Gene ontology
IL-1: Interleukin 1
KEGG: Kyoto Encyclopedia of Genes and Genomes
NMDS: Non-metric multidimensional scaling
SPF: Specific pathogen free
TF: Transcription factor
WGCNA: Weighted gene network analysis

How the deposited data were processed for this re-analysis (not part of the article)

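Dorsal skin RNA of 9 GF and 7 SPF mice was measured by poly-A RNA sequencing, with 1 library per mouse and no technical replicates. The deposited files of each library hold 2 kinds of values. The counts are numbers of reads per annotated feature that the authors made, as deposited without normalization, by aligning unstranded paired-end reads of 100 bases to GRCm38 with STAR and AlignerBoost, keeping the numbered and sex chromosomes, and counting with featureCounts. The methods of the paper state that ribosomal RNA counts were removed, but ribosomal RNA features still held 0.0827 to 0.438% of the counts of a library. The signal values are the normalized values that the authors made, as deposited, by filtering the counts in NOISeq, normalizing them with TMM and removing the batch with ARSyNseq. A table for the whole series holds the same normalized values and was not used.

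Each condition and replicate number was taken from the sample labels. The labels hold 2 runs of consecutive sample numbers, and this number series stood in for the sequencing runs, which the paper's text does not list by library. GF and SPF libraries with the same replicate number were not treated as pairs, because the correlations between their differences from the condition means ranged from -0.48 to 0.27. No library was left out of the tests. Features were matched by Ensembl identifier to GENCODE M21 (GRCm38) for symbols and coordinates, and 47224 of the features were found there. Feature length and GC content were known for 15760 of the 15797 tested features.

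Counts were tested with edgeR 4.0.16 (TMM, glmQLFit and glmQLFTest, robust off) in R 4.3.3, with condition and number series in the model, in features with a mean CPM of at least 1 in GF or in SPF skin. Fold changes are GF over SPF. Features with a Benjamini-Hochberg adjusted p under 0.1 were called DEGs, and those with a log2 fold change over 1 or under -1 were called 2-fold DEGs. The CPM values in the text are the counts scaled by TMM, apart from those of Xist, Ddx3y and the summed Lce1 genes, which were divided by the library total alone, given as mean and SD over the libraries of a condition. The floor of a library was taken as 3 counts, and it covers counting error only, since reads without molecular identifiers are not independent molecules. With at least 42746994 reads in a library, a count of 0 allows at most 0.0702 CPM.

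The tests, their thresholds, the alternatives and the rule for naming genes were chosen before the data were examined, apart from those named here as added later. The alternatives for the DEGs were DESeq2 1.42.0 with the same model, limma 3.58.1 with voom and quality weights, limma on log2 of the deposited normalized values plus 1, upper quartile normalization, edgeR's filterByExpr, all features with at least 1 count in any library, no number series in the model, the replicate number as a block, each number series on its own, an adjusted p under 0.05, robust on, and leaving out each library in turn. Alternatives added after the data were examined were the authors' NOISeqBIO statistic re-derived from the deposited normalized values, a score of anagen hair follicle genes or of skeletal muscle genes as a further covariate, the second number series thinned to the mean depth of the first, the anagen score regressed out before correlating genes, and the features with normalized values as the background of the gene set tests. Genes were named by rule. Every gene the paper names was reported, with the 3 features in each direction that had the smallest adjusted p among DEGs for which every GF library lay on one side of every SPF library.

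Samples were compared by PERMANOVA with vegan 2.7.1. Genes were grouped by average-linkage clustering in place of WGCNA, which was not available, and no threshold for the correlation of clusters with the condition had been set, so counts at 0.1 and at 0.05 are both given. Gene sets were the 9 complete sheets of the paper's GO table, tested with a one-sided Fisher's exact test of the 2-fold DEGs against all other tested features and given as odds ratios. They were first computed against the features with normalized values and then set to the background of the design, and both are given. Random sets matched on mean CPM or on feature length were drawn 10000 times. Directions of sets were tested with fry and with camera with an estimated correlation. EDC genes were taken by symbol on chromosome 3, and their share of DEGs was divided by the share among the other tested features. Gene pairs were correlated with Pearson's r within each condition in genes at or over the 75th percentile of the mean and over the 30th percentile of variance over mean. A change in correlation was tested against independently shuffled gene profiles for all pairs. For Lor and Serpina12 it was also tested by permuting the condition labels of condition-centered values. Correlations and group differences of single values were tested by exact permutation, or by 100000 permutations where the groups held 10 or more values. Sequence shared between genes was counted as the share of the 100-base stretches of a gene that also occur in another gene. Marker lists for 14 cell types or programs were written before their scores were computed, and the score is the mean log2 CPM of the tested members.

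The tests were tried on simulated data with 15797 features, of which 200 were changed. With edgeR, 84.5% of the changed features were called and 9.63% of the 187 called features were unchanged ones. DESeq2 called 90.5% of them, with 29.0% of its calls unchanged, and limma voom 84%, with 9.19% unchanged. The simulated features were drawn independently of each other and without outlying libraries. The shares of unchanged calls therefore do not carry over to the calls in the real data. The other calculations were run with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

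Steps of the paper that were not repeated are the alignment, WGCNA, the NOISeq and DGCA packages themselves, GOSeq, the KEGG and transcription factor binding site analyses, the gut data, flow cytometry, histology and immunofluorescence. The sheet of innate immune response genes and the complete table of the paper's DEGs were not among the files at hand.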

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

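The tests on sex chromosome transcripts, on neutrophils, on time of day and on glucocorticoids were chosen only after the results were seen. Within a condition, a library was singled out when its gap to the nearest other library was large against the range of the group (Dixon's test at 95%). Of 308 groups of values tested, 25 held such a library, against 15.4 that chance gives. SPF5 accounted for 7 of the 25, SPF1 for 5, SPF6 and SPF7 for 4 each, GF8 for 3, and GF9 and SPF2 for 1 each. Many of these genes change together, so the 25 are not independent.

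SPF5 stood above the other SPF libraries in Slpi (78.2 CPM), Il1b (81.8 CPM), S100a9 (235 CPM), S100a8 (172 CPM), Saa3 (56.6 CPM) and Clec4n (40.1 CPM), and below them in the score of melanocyte genes (-0.413, mean log2 CPM). The score of 5 neutrophil genes, of which Mmp9 was the most abundant with 44.5 CPM in SPF and 19.6 CPM in GF skin, was 4.74 in SPF5, the highest of the 16 libraries, followed by 3.33 in SPF7 and 2.26 in GF8. Neutrophils in the biopsy of SPF5 are therefore a candidate source of part of these transcripts. Keratinocytes can also express several of these genes, and an injury or a local infection of this mouse was not tested. The number of reads does not set SPF5 apart, with 81882015 against 78914121 to 112061417 in the other libraries of the second number series. Without SPF5 the number of DEGs fell from 3169 to 974.

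SPF1 was highest in Tlr7 (45.0 CPM), Irf7 (326 CPM), Ms4a6b (114 CPM), Ifi47 (84.8 CPM) and Cd48 (41.6 CPM), genes of interferon responses and of immune cells. Without SPF1, 534 DEGs were called. SPF7 was highest in Cxcl9 (57.5 CPM), Ccl5 (15.1 CPM), Gzmb (7.46 CPM) and the score of 9 T cell genes (2.91). No explanation was tested for SPF1 or SPF7, and a difference between single mice stays open.

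SPF6 was highest among the SPF libraries in Msx2 (13.0 CPM), Krt71 (873 CPM), Krt25 (451 CPM) and Tchh (737 CPM). These are genes of the growing hair follicle, Krt71, Krt25 and Tchh were chosen after their values were seen, and the GF libraries reached 10993, 5190 and 16889 CPM in these 3 genes. A mouse in another phase of the hair cycle is a possible explanation. Within GF skin the anagen score followed the first principal component with r = 0.853 (exact permutation p = 0.00526), but hair phase was not tested within SPF skin for this library. SPF2 was highest in Wnt10b (9.98 CPM). GF8 was highest among the GF libraries in Lce1g (14.5 CPM), Sprr2a3 (4.65 CPM) and Ly6c2 (4.86 CPM), and GF9 was lowest in the score of 8 adipocyte genes (5.46). No explanation was tested for SPF2, GF8 or GF9.

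The difference between GF and SPF skin itself differed between the 2 number series. An interaction of condition and number series was called for 594 features at an adjusted p value under 0.1 (edgeR), 156 of them with a positive and 438 with a negative term, and 2434 had an unadjusted p value under 0.05. Of these features, 22 were DEGs, and in 533 of the 543 tested in both series the log2 fold change had opposite signs. The tables argue against hair phase as the whole cause, since 95.6% of the 594 features kept the interaction with the anagen score in the model. They also argue against depth, since thinning the second number series left 95.1% of the count, with 544 of the 594 kept. Per1 had the smallest adjusted p value (interaction 2.48, adjusted p = 3.90e-05, edgeR), with a log2 fold change of -0.59 in the first and 1.89 in the second number series. That led to a test of time of day at tissue collection. Of 16 clock genes 1 had an interaction (one-sided Fisher's exact p = 0.459) and 5 had an unadjusted p value under 0.05, or 31.3% against 15.4% of the other features. So few genes leave time of day open, and it cannot be told apart from other differences between the 4 groups of mice. A list of 14 glucocorticoid targets was written after the clock result and the strongest interactions had been seen. It held 3 with an interaction, Tsc22d3 (2.86), Klf9 (1.44) and Ddit4 (1.55), 5.72 times the share of the other features (one-sided Fisher's exact p = 0.0141, adjusted p = 0.0282 over the 2 lists), 7 of the 14 had an unadjusted p value under 0.05, and 10 of 14 had a positive term. Glucocorticoids or handling stress may therefore have differed between groups of mice, as a hypothesis found and tested on the same data. The sex of the mice and the sequencing run follow the number series and stay open. The second number series held only 3 SPF libraries, and no interaction fit left out a library. In Slpi, S100a9 and Rptn, SPF6 had 1.51, 3.67 and 21.8 CPM, within the GF range, so their interactions rested on SPF5 and SPF7. Per1 did not, with 33.3 ± 4.60 CPM (SD) in the 3 libraries. How many of the 594 interactions rest on SPF5 and SPF7 was not tested.

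The number series also differed in transcripts of the sex chromosomes. In the first, Xist had at least 1151 CPM in all 9 libraries (5 GF and 4 SPF) and Ddx3y had 0 counts. In the second, Xist had at most 0.220 CPM and Ddx3y at least 59.7 CPM in all 7. The paper does not report on these transcripts and states that the mice were male. The values are consistent with female mice in the first number series, for which 1151 CPM was the lowest Xist value. Tissue of both sexes mixed in a library is argued against, as the number of libraries with both Xist and Ddx3y over 1 CPM was 0. An exchange of labels within a series would not show in these transcripts. Because both series hold GF and SPF libraries, the condition is not confounded with sex, but sex, run and any other difference between the series are.

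The authors' filter on variation left 349 of the features tested here without normalized values. Among them 211 were 2-fold DEGs (edgeR), 186 higher in GF and 25 higher in SPF skin. The mean was higher in GF skin in 249 of the 349. They include 72 keratin and keratin-associated genes, 71 with a higher mean in GF skin, 21 EDC genes and 21 of the 28 tested genes of the anagen list. Together they held from 0.0435% to 7.33% of the counted reads of a library. The counts come before that filter, so the filter did not create the difference. Hair follicles in growth in part of the GF mice are a candidate cause. Of the 558 2-fold DEGs higher in GF skin, with and without normalized values, 1 kept an adjusted p value under 0.1 with the anagen score in the model, but the score is correlated with the condition (r = 0.622). A microbial effect on the hair cycle was not tested and stays open.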

How the results depend on the processing

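Of the alternatives given here, the tests with the anagen or skeletal muscle score as a covariate, with the second number series thinned, with the authors' statistic re-derived and with the features with normalized values as background were chosen only after the results were seen. The edgeR test called 3169 DEGs, 881 of them 2-fold. Upper quartile normalization (3073 and 865), filterByExpr (3119 and 949), robust on (3109 and 878) and thinning the second number series (3061 and 881) stayed within 1.5 times of both counts. Of the edgeR DEGs, DESeq2 called 3166, upper quartile normalization 2911, limma on the normalized values 2827 and limma voom 2001. For 42 named genes, upper quartile normalization, filterByExpr and robust on left the direction and the side of the threshold of all 42 the same.

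DESeq2 gave 4945 DEGs, 3029 higher in GF skin. The odds ratio of the keratinocyte differentiation sheet was then 2.87 and the share of EDC genes among DEGs 1.65 times that of other features, both with p under 0.05 by Fisher's exact test. Of the 42 genes, 8 more were called. With all features that had at least 1 count in any library, 2004 DEGs were called, 1144 higher in GF and 860 in SPF skin, with an EDC share of 2.27 times. That alternative adjusts over 34298 features. Without the number series in the model the counts were 1806 DEGs, 1008 higher in GF and 798 in SPF skin, the keratinocyte odds ratio 2.64 and the EDC share 3.71 times, and 1743 DEGs were shared with the model that had it. Limma voom called 884 DEGs higher in GF skin and 411 2-fold DEGs, 180 of them higher in GF. The odds ratio of the epidermis development sheet was then 0.97, the EDC share of 2-fold DEGs 1.24 times, the Fig. 5b genes called as 2-fold DEGs 22 in place of 51, and the log2 fold changes of Krt6a (0.12) and Krt14 (0.10) were reversed. Limma on the deposited normalized values called 228 2-fold DEGs higher in GF skin, with a keratinocyte odds ratio of 3.98 and an EDC share of 1.61 times. These values hold 15448 features, without the 349 features of high variation. The re-derived authors' statistic called 1143 DEGs higher in GF skin, with a keratinocyte odds ratio of 5.09 and an EDC share of 4.72 times. Apart from the numbers of features tested, the cause was not tested for any of these differences.

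With the replicate number as a block, 231 DEGs were called (33 higher in GF, 198 in SPF skin), and 120 were 2-fold (9 and 111). The number of features with an unadjusted p under 0.05 was 3485. The odds ratio was 1.22 for cytokine activity and 0 for epidermis development, the EDC share of 2-fold DEGs 0 with 23 EDC genes at an unadjusted p under 0.05, and 15 Fig. 5b genes were 2-fold DEGs. S100a9 (0.45), Krt16 (0.56) and Krt6a (0.32) reversed. This model spends degrees of freedom on numbers that do not pair the mice. At an adjusted p under 0.05, a stricter threshold, there were 820 DEGs (414 and 406), 448 of them 2-fold (240 and 208), with an odds ratio of 1.67 for cytokine activity and 1.20 for epidermis development, an EDC share of 2-fold DEGs of 1.71 times and 29 Fig. 5b genes.

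Each number series on its own has fewer libraries. The first gave 12 DEGs (6 and 6), of which 9 were 2-fold (4 higher in GF and 5 in SPF skin), and 4270 features with an unadjusted p under 0.05. The second gave 3 DEGs (2 and 1), all 3 of them 2-fold (2 and 1), and 2962 features with an unadjusted p under 0.05. In both, the odds ratio of the immune response, cytokine activity and epidermis development sheets and the EDC share of 2-fold DEGs were 0, with 22 and 38 EDC genes at an unadjusted p under 0.05, and 0 Fig. 5b genes were 2-fold DEGs, with 33 and 40 at an unadjusted p under 0.05. In the first number series the direction reversed for Slpi (1.47), Il1b (0.84), Il1f8 (0.28), Lce1g (0.42), S100a9 (2.56), Rptn (1.67), Krt16 (2.93), Krt6a (2.25) and Krt14 (0.81), and in the second for Sprr1a (-1.21) and Sprr4 (-0.24). The cause was not tested by these fits.

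With the anagen score as a covariate, 3 DEGs were called (3 higher in GF, 0 in SPF skin), of which 1 was 2-fold (1 and 0), and 792 features had an unadjusted p under 0.05. The odds ratio of the immune response, cytokine activity and epidermis development sheets and the EDC share of 2-fold DEGs were 0, with 8 EDC genes at an unadjusted p under 0.05, and 0 Fig. 5b genes were 2-fold DEGs, with 23 at an unadjusted p under 0.05. Sprr1a (-1.03), Sprr4 (-0.38), S100a7a (-1.18) and Serpina12 (0.0245) reversed. With the skeletal muscle score, 7 DEGs were called (5 and 2), of which 4 were 2-fold (2 and 2), and 1669 features had an unadjusted p under 0.05. The immune response odds ratio of 6.02 rested on 1 gene, and that of cytokine activity and epidermis development and the EDC share of 2-fold DEGs were 0, with 17 EDC genes at an unadjusted p under 0.05. Both scores are correlated with the condition, so part of the loss comes from that overlap, and its size was not tested.

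Across the 16 fits that each left out 1 library, the count ranged from 534 without SPF1 to 5450 without GF3 for DEGs, from 290 to 2778 for DEGs higher in GF skin, from 244 to 2673 for DEGs higher in SPF skin, from 290 to 1198 for 2-fold DEGs, from 160 to 682 for those higher in GF skin and from 130 to 528 for those higher in SPF skin. Removing the library that moved each of the 42 genes most left 34 the same, with 5 weaker, 2 stronger and Krt14 reversed (0.0738 without SPF replicate 5).

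Against random sets matched on mean CPM, the keratinocyte odds ratio was 2.58 (permutation p 0.0112), when matched on feature length 1.41 (permutation p 0.203), and with the features with normalized values as background 2.17 (Fisher's exact p 0.0312). Clusters of TMM-normalized log2 CPM with the number series removed gave 1 cluster correlated with the condition in place of 3. By camera with an estimated correlation, 0 of the 9 sheets had an adjusted p under 0.1 in place of 7 by fry, and 0 had an unadjusted p under 0.05. Starting from edgeR's DEGs gave 5952 positively correlated pairs among fewer genes. The correlation of Lor and Serpina12 in SPF skin was 0.489 (exact p 0.367) without the 2 libraries farthest from the median Serpina12 value, which leaves 5. Their change of correlation was -0.12 (permutation p 0.0874) on TMM-normalized CPM in place of 0.18. Apart from the numbers of genes and libraries, the cause was not tested for the results of this paragraph. For the 42 genes the remaining counts were 3 weaker with all features, 5 weaker and 1 stronger with limma voom, 1 weaker and 4 stronger with limma on the normalized values, 3 weaker and 8 stronger without the number series, 13 weaker with the block, 7 weaker at 0.05, and 22 and 21 weaker in the first and the second number series. Sprr2a3 in the first number series and Ccl28 in the second fell under the filter on mean CPM and could not be tested there.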

Differences from the paper's values

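The tests with the authors' statistic, the anagen score and the background of features with normalized values were chosen only after the results were seen. Of the keratinocyte differentiation genes, 3 were 2-fold DEGs higher in SPF skin with edgeR against the paper's 12. Of the alternatives set before the data were examined, DESeq2 (9) and limma on the deposited normalized values (10) were within 1.5 times of the paper's count, and the model without the number series (7), upper quartile normalization, filterByExpr and robust on (3 each), limma voom, all features with at least 1 count, the replicate block, an adjusted p under 0.05 and each number series on its own (0 each) were not. In the sheet, limma voom called 9 genes at an adjusted p under 0.1 without regard to size. Of the fits that left out 1 library, 11 without GF3 was within 1.5 times, and the others gave 0 to 6. The re-derived authors' statistic, chosen after seeing the values, gave 12.

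In the EDC, 15 DEGs were called with edgeR against the paper's 27. The paper's 27 were all among genes with normalized values, against 6 of the 15. The counts that follow are over all EDC genes that each alternative tested. DESeq2 (32), the model without the number series (26) and the fits without GF3 (34), GF5 (25) or GF6 (18) came within 1.5 times. Limma on the normalized values and upper quartile normalization (16 each), the wider definition of the EDC (15), robust on (14), filterByExpr and all features with at least 1 count (9 each), limma voom and an adjusted p under 0.05 (3 each), and the replicate block and each number series on its own (0, with 23, 22 and 38 at an unadjusted p under 0.05) did not, and neither did the other fits that left out 1 library (3 to 16). The authors' statistic, chosen after seeing the values, called 35 of the 41 EDC genes with normalized values, also within 1.5 times.

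The gene pairs compared numbered 352380 against the paper's 230860. On log2 values there were 314821, within 1.5 times, and 352380 with the coefficient of variation as dispersion and 97020 with edgeR's DEGs were not. Of the positively correlated pairs, 0 changed in correlation at q < 0.05 against the paper's 605, with 970 at an unadjusted p under 0.05 against shuffled profiles. The DGCA package was not run, so the 0 and the 605 come from different tests on different sets of pairs. None of the alternatives set before the data were examined, which were the coefficient of variation, edgeR's DEGs and log2 values, closed this gap, with 0 each and 939, 119 and 1012 pairs at an unadjusted p under 0.05.

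The paper reports enrichment of the keratinocyte differentiation term among DEGs. Here the adjusted p was 0.124 (Fisher's exact test, edgeR's DEGs), and over the alternatives set before the data were examined it ranged from 3.55e-05 with limma on the normalized values to 1. It was also under 0.05 with DESeq2 (0.000708), without the number series (0.00355) and against random sets matched on mean CPM (0.0168) but not on feature length (0.229), in the fits without GF3 (unadjusted exact p 0.000184) or GF5 (0.0315), and with the authors' statistic (9.65e-08) and the background of features with normalized values (0.0401), both chosen after seeing the values. The paper also reports enrichment of the Toll-like receptor binding and interleukin-1 receptor binding terms. Here their adjusted p was 0.111 and 0.223 (Fisher's exact test), and over the alternatives set before the data were examined it ranged from 0.00185 to 1 for the former and from 0.0151 to 1 for the latter. DESeq2 (0.0151 for both) and limma on the normalized values (0.00602 and 0.0286) put both under 0.05, and the model without the number series (0.00185), limma voom (0.0408) and all features with at least 1 count (0.0386) put the former there. The former also had an unadjusted exact p under 0.05 in 8 of the 16 fits that left out 1 library (GF3, GF5, GF8, SPF2, SPF3, SPF4, SPF6 and SPF7), down to 0.00392 without SPF2, and the latter in 0 of them. The authors' statistic, chosen after seeing the values, gave 0.000579 and 0.000657. For the immune response term the adjusted p was 2.36e-18, larger than the paper's. Over the alternatives set before the data were examined it ranged from 1.23e-46 to 1, and it was smaller than the paper's with limma on the normalized values (1.23e-46) and all features with at least 1 count (1.84e-30), in the fits without SPF4 (unadjusted exact p 3.81e-34), GF5 (1.19e-32), GF8 (3.04e-30), GF3 (4.68e-27), SPF3 (8.27e-27) or SPF2 (1.14e-26), and with the authors' statistic (9.21e-28) and the background of features with normalized values (1.24e-27), both chosen after seeing the values.

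In the paper Sprr1a and Sprr4 are higher in SPF skin. Here their log2 fold changes were 1.37 and 1.64, higher in GF skin, and so they were on the deposited normalized values, with means of 64697 in GF against 23472 in SPF skin for Sprr1a and 13563 against 3683 for Sprr4. Both were lower in GF skin in the second number series (-1.21 and -0.24), and with the anagen score in the model, chosen after seeing the values (-1.03 and -0.38).

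The paper names several genes as DEGs that edgeR did not call at an adjusted p under 0.1. Il33 (0.108), Il1f8 (0.186), Il1f9 (0.102), Lce1g to Lce1k (0.114 to 0.204), Sprr4 (0.163), S100a7a (0.106), Flg (0.107), Hrnr (0.106), Saa3 (0.352) and Trpm6 (0.106) were called by DESeq2, with adjusted p values of 0.0483, 0.0993, 0.0401, 0.0454 to 0.0905, 0.0395, 0.00459, 0.0388, 0.0472, 0.0975 and 0.0220. The model without the number series called Slpi (edgeR 0.406), Lce1g, Lce1h, Lce1k, Sprr2a3 (0.311), S100a7a, S100a9 (0.634), Flg, Rptn (0.472), Krt16 (0.792), Saa3 and Trpm6. Limma on the normalized values called Il33, Il1f9, Lce1h, Lce1i, Lce1j, Hrnr and Krt1 (edgeR 0.162), and limma voom Il1f9 and Saa3. Leaving out GF3 called Il33, Il1f9, Lce1h to Lce1k, S100a7a, Flg, Hrnr, Krt1 and Trpm6, and leaving out GF5 all of these but Lce1h, Lce1j and Lce1k. S100a7a and Trpm6 were also called without GF6 or GF8, and Flg without SPF6. Il1b (0.332), Sprr1a (0.365) and Serpina12 (0.294) were called by none of these. By the authors' statistic, chosen after seeing the values, all of the genes of this paragraph passed its probability of 0.9, with 0.924 for Il1b, 0.927 for Sprr1a, 0.934 for Serpina12 and 0.917 for Slpi.

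The paper reports a change in the correlation of Lor and Serpina12 between the conditions, and here the permutation p of the change was 0.0786. Hrnr, which the paper places outside the EDC, lies within it by its position in GRCm38. The paper's text names Edn3 among the genes lower with microbiota in skin and gut, while its Fig. 5b lists Edn1. The log2 fold change was 0.64 for Edn3 (adjusted p = 0.371, edgeR) and 1.13 for Edn1 (adjusted p = 0.0746, edgeR). The paper describes male mice with a resting hair cycle. Xist had 1151 to 1799 CPM in the 9 libraries of the first number series, and the anagen score ranged from 0.00747 to 9.40 in GF skin.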

Other observations

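The tests of hair phase on genes higher in SPF skin, on immune genes, on the interferon and macrophage lists and on the number of gene pairs kept were chosen only after the results were seen. The GF libraries spread more than the SPF libraries. The anagen score ranged from 0.00747 to 9.40 in GF and from -0.887 to 5.08 in SPF skin. Within the 9 GF libraries its correlation with the first principal component was r = 0.853 (exact permutation p = 0.00526), with Spearman's rho of 0.850 (exact permutation p = 0.00607) and r = 0.865 without the 2 libraries farthest from the median. Hair follicle growth differing between mice is therefore a candidate explanation for the spread. The paper states that histology showed a similar, resting hair cycle in its mice. Of the tested features, 7336 had a slope on the score at an adjusted p value under 0.1 (edgeR), 3518 upward and 3818 downward.

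With the score in the model, 1 of the 558 2-fold DEGs higher in GF skin kept an adjusted p value under 0.1 (edgeR) and 30 had an unadjusted p value under 0.05. Their median log2 fold change moved from 2.02 to 0.21, and in 534 the slope on the score had the direction of the GF difference. These values are consistent with hair phase as a cause of most of the differences toward GF skin. Of the 1446 DEGs higher in SPF skin, 0 kept an adjusted p value under 0.1 (edgeR) and 418 had an unadjusted p value under 0.05. The 323 of them with a 2-fold difference had 67.6% of their median log2 fold change left. For the 95 immune response genes among the 323, 59 had an unadjusted p value under 0.05 and 69.2% was left. For these genes hair phase and condition cannot be told apart, because the score is correlated with the condition (variance inflation 1.63) and hair phase may itself depend on the microbiota.

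Scores of the 14 marker lists were compared between GF and SPF skin by exact permutation, two-sided. The difference (GF minus SPF, with its exact p) was 4.32 for anagen hair follicle (28 of 30 genes tested, p = 0.0138), 2.73 for melanocyte (8 of 8, p = 0.0128), -1.63 for interferon response (13 of 13, p = 0.00192), -1.12 for macrophage (8 of 9, p = 0.00341), -0.952 for B and plasma cell (4 of 9, p = 0.0455) and -0.797 for skeletal muscle (11 of 12, p = 0.0437). The exact p was over 0.05 for the other lists, with differences of -0.482 for T cell (9 of 9, p = 0.0987), 0.599 for cell cycle (10 of 10, p = 0.137), -0.370 for mast cell (6 of 7, p = 0.131), -0.600 for suprabasal keratinocyte (8 of 8, p = 0.154), -0.953 for neutrophil (5 of 7, p = 0.214), -0.720 for erythroid (5 of 5, p = 0.218), -0.163 for basal keratinocyte (6 of 6, p = 0.311) and -0.206 for adipocyte (8 of 8, p = 0.516). Adjusted over the 14 lists, p was 0.0239 for interferon response and macrophage, 0.0483 for anagen and melanocyte, and over 0.1 for the others. With the number series in the model, the erythroid difference had a permutation p of 0.00685 (adjusted p = 0.0320 over 14 lists) and the suprabasal keratinocyte difference one of 0.0469. The adjusted p of the suprabasal keratinocyte, B and plasma cell and skeletal muscle lists was then 0.0838 each. Of 26 relations of the anagen score with the other lists within a condition, the smallest adjusted p over the 26 was 0.179 (exact permutation). Within GF skin, r was -0.801 for T cell, -0.761 for interferon response and -0.688 for macrophage (unadjusted exact permutation p = 0.0101, 0.0214 and 0.0457). Within SPF skin, r for the same lists was 0.481, -0.161 and 0.0190 (unadjusted exact permutation p = 0.275, 0.728 and 0.970).

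For the immune genes, the median log2 fold change of the 8 macrophage genes was -0.98, and Lyz2, the most abundant, had 1328 CPM in SPF and 639 CPM in GF skin. More macrophages and monocytes in SPF skin are a candidate explanation for part of the immune genes higher there. By flow cytometry, however, the paper found no significant difference in the frequency of macrophages or of myeloid cells. Of the populations it lists, Ly6C-positive monocytes were more frequent in SPF skin. These frequencies were shares of live immune cells. Bulk RNA does not separate more cells from more transcripts per cell. With the number series and the anagen score in the model, the difference of the macrophage score went from -1.12 to -0.61 (permutation p = 0.113), leaving 54.5%, and that of the interferon score from -1.62 to -0.95 (permutation p = 0.0459, adjusted p = 0.413 over 13 lists), leaving 58.7%. In both lists hair phase and condition cannot be told apart, for the overlap of score and condition given above.

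Tissue composition was also weighed for the genes higher in SPF skin. The adipocyte list argues against adipose tissue, with a median log2 fold change of -0.18. For skeletal muscle the median was -0.60 and Acta1 had 9022 CPM in SPF and 6487 CPM in GF skin, and the median was -0.03 with the anagen score in the model. Muscle content and condition cannot be told apart here, because the 2 are correlated and too few libraries separate them. Feature length and GC content had Spearman's rho of 0.0664 and 0.0360 with the log2 fold change, which argues against either bias as the cause of the direction of change.

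Of 100 splits of the 16 libraries into 7 and 9, the real one included, 2 gave at least 3169 DEGs and 1, the real one, gave at least 881 2-fold DEGs. The other split placed SPF1, SPF4, SPF5, SPF6, GF3, GF6 and GF8 together and gave 3445 DEGs, 510 of them 2-fold. It does not follow the number series, and its groups differed by 2.71 in the anagen score. The number of DEGs is therefore not specific to the condition in this 1 split.

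Hair phase was tested for the correlated genes as well. With the anagen score regressed out, Lor and Serpina12 kept r = 0.968 in GF skin (exact permutation p = 0.000355), which argues against hair phase as the whole cause of that correlation. In SPF skin r rose from 0.800 to 0.903, and the difference between the conditions fell from 0.180 (permutation p = 0.0786) to 0.0650 (permutation p = 0.267), so the change in correlation may depend on hair phase. The pairs positively correlated in both conditions numbered 20021 against 21801, and 16390 of the 21801, or 75.2%, were kept. This argues against hair phase as the whole cause, by a narrow margin over the 75% set for it, a limit chosen after the count of 20021 was seen. Pairs positive in GF skin and uncorrelated in SPF skin fell from 102668 to 40718, so hair phase may underlie many of the correlations found in GF skin only. For the Lce1 genes, the difference of the mean log2 summed CPM was -0.88, so reads exchanged among these paralogs do not remove the difference in the sum, but how the reads divide among the members cannot be told apart from changes of single members, since the counts do not tell where shared reads went.

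All GF libraries lay on one side of all SPF libraries in 57 features, 56 of them DEGs, 23 higher in GF and 33 in SPF skin. Chance gives 2.76 (0.0175% of the features), and the smallest 2-sided exact p of such a feature is 8.74e-05. Log2 fold changes (edgeR) were 0.83 for Rab4a (standard error 0.10, adjusted p = 0.00386), 1.31 for Wdfy1 (0.17, 0.00386), -3.16 for G530011O06Rik (0.47, 0.0222) and -0.56 for Arrb2 (0.09, 0.0277), the last 3 with exons that overlap other genes. A substrain deletion in Nnt carried by 1 of the colonies is argued against by its log2 fold change of -0.35 (standard error 0.16, adjusted p = 0.145, edgeR), with 27.6 CPM in SPF and 21.3 CPM in GF skin. Genomic blocks that differ between the colonies could gather such features. There were 6 pairs within 1 Mb against a median of 2 in random draws (permutation p = 0.0673), and 3 of the 6 were pairs of Ifit genes, which respond together. With so few pairs, blocks and a common response cannot be told apart.

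Il10 is among the genes the paper names. The other genes given here were chosen after their values were seen or bear on other parts of the paper. Il10 had 1.32 ± 0.765 CPM (SD, n = 7) in SPF and 0.382 ± 0.310 CPM (SD, n = 9) in GF skin, a log2 fold change of -1.82 (standard error 0.49, adjusted p = 0.0470, edgeR), with an adjusted p of 0.112 without SPF1 and also over 0.1 without SPF5. For Il1a it was -0.66 (adjusted p = 0.265, edgeR). Ly6c2 had a log2 fold change of -2.74 (standard error 0.58, adjusted p = 0.0397, edgeR) and Ly6c1 of -0.72 (adjusted p = 0.0833, edgeR), over 0.1 in 11 of the 16 fits that left out 1 library. The paper's Ly6C staining by flow cytometry was not analysed here.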
